# A transcriptomic study of myogenic differentiation under the overexpression of PPARγ by RNA-Seq

**DOI:** 10.1038/s41598-017-14275-2

**Published:** 2017-11-10

**Authors:** Kan He, Guoying Wu, Wen-Xing Li, Daogang Guan, Wenwen Lv, Mengting Gong, Shoudong Ye, Aiping Lu

## Abstract

To study the cellular and molecular function of peroxisome proliferator-activated receptor γ (PPARγ) in skeletal muscle differentiation, we have generated inducible gain-of-function to overexpress PPARγ in C2C12 myoblasts. In order to identify PPARγ targets, RNA sequencing (RNA-seq) was used to evaluate and quantify the transcriptomes and expression patterns during myogenic differentiation under the overexpression of PPARγ. The formation of myotubes and the expression of muscle-specific myogenic genes such as *MyoD* and *MyoG* may be inhibited by PPARγ overexpression. Multiple genes and pathways were significantly involved in this process, including 11 genes such as *Fndc9* and *Slc14a1* with fundamental change of regulation modes, 9 genes of which were validated by the data of qRT-PCR. Our studies demonstrate that PPARγ would play critical roles on myoblasts differentiation, mediating crosstalk among several pathways and transcription factors. Our data is available in the Gene Expression Omnibus (GEO) database with the accession number as GSE99399.

## Introduction

Myogenesis is the formation of muscular tissue during embryonic development, including the myoblast proliferation and differentiation into myocytes. In the early stage of embryonic development, multipotent mesenchymal stem cells (MSCs) were differentiated into myoblast by the regulation of specific transcription factors such as myoblast determination protein (MyoD), myogenin (MyoG), myogenic factor 5 (MYF5) and myogenic regulatory factor 4 (MRF4)^1–4^. Several genes and their protein products have been reported to be expressed and function in this process. Myocyte enhancer factors (MEFs) may promote myogenesis and serum response factor (SRF) may function in the process of myogenesis based on the expression of striated alpha-actin genes^5^. Myogenesis can also be regulated by steroids, being required for the expression of skeletal alpha-actin regulated by the androgen receptor^6^. In addition, some of epigenetic regulations were also identified to be essential in myogenesis, which may modify the transcriptional activity in many different biological processes of muscle development^7,8^. The regulation of microRNAs (miRNAs) was reported to play an increasingly important role in skeletal muscle cell proliferation and differentiation such as miR-34b, miR-17 and miR-20a^9,10^.

Peroxisome proliferator-activated receptor γ (PPARγ) is a member of the nuclear receptor superfamily whose basic function is to participate in regulating the process of adipocyte differentiation and glucose metabolism^11^. The transcriptional regulation is achieved by binding the peroxisome proliferator responsive elements that are upstream of the target genes promoters^12,13^. Indeed, it has been reported that PPARγ could play an important role in myogenic differentiation in skeletal muscle cells^14^. The effect of PPARγ in myogenic differentiation was just revealed by the phenotypic observations of cell differentiation and biochemical analysis of different myogenic marker genes expression. However, the underlying genetic mechanism of PPARγ regulating myogenic differentiation remains unknown.

To further elucidate the mechanisms of the effect of altered PPARγ expression in myogenic differentiation, we have performed the gene expression profiles of skeletal muscle differentiation between the wild-type and under the overexpression of PPARγ in C2C12 cells by RNA sequencing (RNA-seq). Our results would provide a comprehensive knowledge of genetic changes in response to PPARγ overexpression at a cellular level in transcriptomics.

## Materials and Method

### Cell Culture and Differentiation

Mouse skeletal muscle cell line C2C12 was purchased from Institute of Biochemistry and Cell Biology, Chinese Academy of Sciences (IBCB, CAS), Shanghai, China. The C2C12 cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM, Sigma) supplemented with 10% fetal bovine serum (FBS, Gibco BRL, USA), MEM nonessential amino acids (Invitrogen), L-glutamine (Invitrogen), penicillin and streptomycin (Sigma), 0.01 mM β-mercaptoethanol (Invitrogen) and 1000 units/ml LIF(Millipore). The cells were cultured for 5 days that were considered mature with at least 95% conversion into the myogenic morphology. The control samples were collected from C2C12 cells on 0 day (0d), 1st day (1d), 3rd day (3d), and 5th day (5d).

### Plasmid construction and transfection

The coding sequence of PPARγ (NM _001127330.2) was resourced from the Genbank database, which was inserted into a PiggyBac vector (PB-IP) to form the sense constructs of PPARγ (PPARγ/+). Plasmids were expanded in *Escherichia coli* (strain DH5a). The recombinant plasmid was then transduced into C2C12 cells combined with 2 μg transposase using LTX (Invitrogen). After transfection, C2C12 cells were selected with 2 μg/ml puromycin for 5 days to obtain positive clones. The experimental samples were collected from the sense PPARγ C2C12 cells (PPARγ/+) on 0d, 1d, 3d and 5d.

### mRNA extraction and sequencing

Total RNA was extracted from the control samples of 0d and 5d (named as WT_0d and WT_5d) as well as from the experimental samples of 0d and 5d (named as PPARγ/+ _0d and PPARγ/+ _5d) using TRIzol. The replicate was triple. cDNA of each sample was synthesized from 2 μg total RNA using reverse transcriptase (Takara) according to the manufacturer’s instructions. The preparation of the cDNA library and the RNA sequencing was performed by Genergy Biotechnology (Shanghai, China). The cDNA originating from the RNA fragments were paired and sequenced using the high throughput sequencing platform of Illumina HiSeq. 3000, and 6 G reads per sample were obtained on average. Our sequencing data has been submitted to the Gene Expression Omnibus (GEO) database and assigned the accession number as GSE99399.

### Analysis of RNA-Seq data

Analysis of our RNA-Seq data was performed based on the regular protocol as follows^15^. The Trim Galore software was used to complete 3′ end dynamic removal of linker sequence fragments and low mass fragments of sequencing data. Analysis of quality control of the preprocessing data was performed by FastQC software. For each sample, the STAR software was used for sequence alignment between the preprocessing sequence and reference genome sequence of mice downloaded from the Ensembl database (Mus_musculus.GRCm38.83, ftp://ftp.ensembl.org/pub/release-83/gtf/mus_musculus/Mus_musculus.GRCm38.83.chr.gtf.gz). Transcript assembly of RNA-seq data from each sample was performed by the Cufflinks software. Based on the Cufflinks treated reads, the software of Cuffcompare was used to parsimoniously merge the assembled transfrags.

The HTSeq software was used to count the original sequence of known genes for all samples, the expression of the known gene was calculated by Fragments Per Kilobase of transcript per Million fragments mapped (FPKM). The clustering of each sample was performed by Principal Component Analysis (PCA) as well as calculating the Pearson correlation. DESeq. 2 was used to perform the analysis of differentially expressed genes (DEG). The cutoffs of DEG approach were chosen as the p value < = 0.05 and the Fold Change (FC) value > = 2. Hierarchical clustering was performed on the DEGs according to the distance metric of Pearson correlation and the average linkage. Functional annotations of the DEGs including GO (Gene Ontology) and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways enrichment were performed using the approach of gene set enrichment analysis (GSEA)^16,17^. Cytoscape was used to reconstruct the regulatory networks.

### Quantitative polymerase chain reaction (qPCR) for target genes

Primers of target genes were designed using Primer 3.0 input software. QPCR was performed with TransStart Tip Green qPCR SuperMix (Takara). The expression level of each transcript was normalized with glyceraldehyde-3- phosphate dehydrogenase (GAPDH) and analyzed using the 2−ΔΔCt method.

### Immunofluorescence staining

Cells were fixed in 4% paraformaldehyde for 20 minutes and incubated at 37 °C in blocking buffer (PBS containing 5%BSA and 0.2% Triton X-100). Cells were incubated in the presence of primary antibodies at 4 °C overnight and then washed three times in 1 × PBS. Cells were then incubated with Alexa Fluor 594 (Invitrogen, 1:1000) secondary antibody for 1 h at 37 °C. Nuclei were stained with Hoechst (Invitrogen, 1:5000). The primary antibodies and dilutions used for MyoD (sc-32758; Santa Cruz Biotechnology, 1:200).

## Results and Discussion

### Overexpression of PPARγ inhibits myogenic differentiation in C2C12

According to the observation of cellular characteristics, the overexpression of PPARγ may inhibit myogenic differentiation in C2C12 skeletal muscle cells. During the development of C2C12 from 0d to 5d, a marked reduction in its ability to form myotubes was found in C2C12 cells overexpressing PPARγ (Fig. 1A). We have established the stable C2C12 cell lines under the overexpression of PPARγ by transfection of recombinant plasmid. Compared with the wild-type (WT) PB-IP group, the expression of PPARγ was detected to be significantly higher in the group of PPARγ/+ by qRT-PCR as well as Western blot during the cell differentiation, especially on the last two periods including 3d and 5d (Fig. 1B and C). The results were consistent with previous reports^14^.

**Figure 1:**
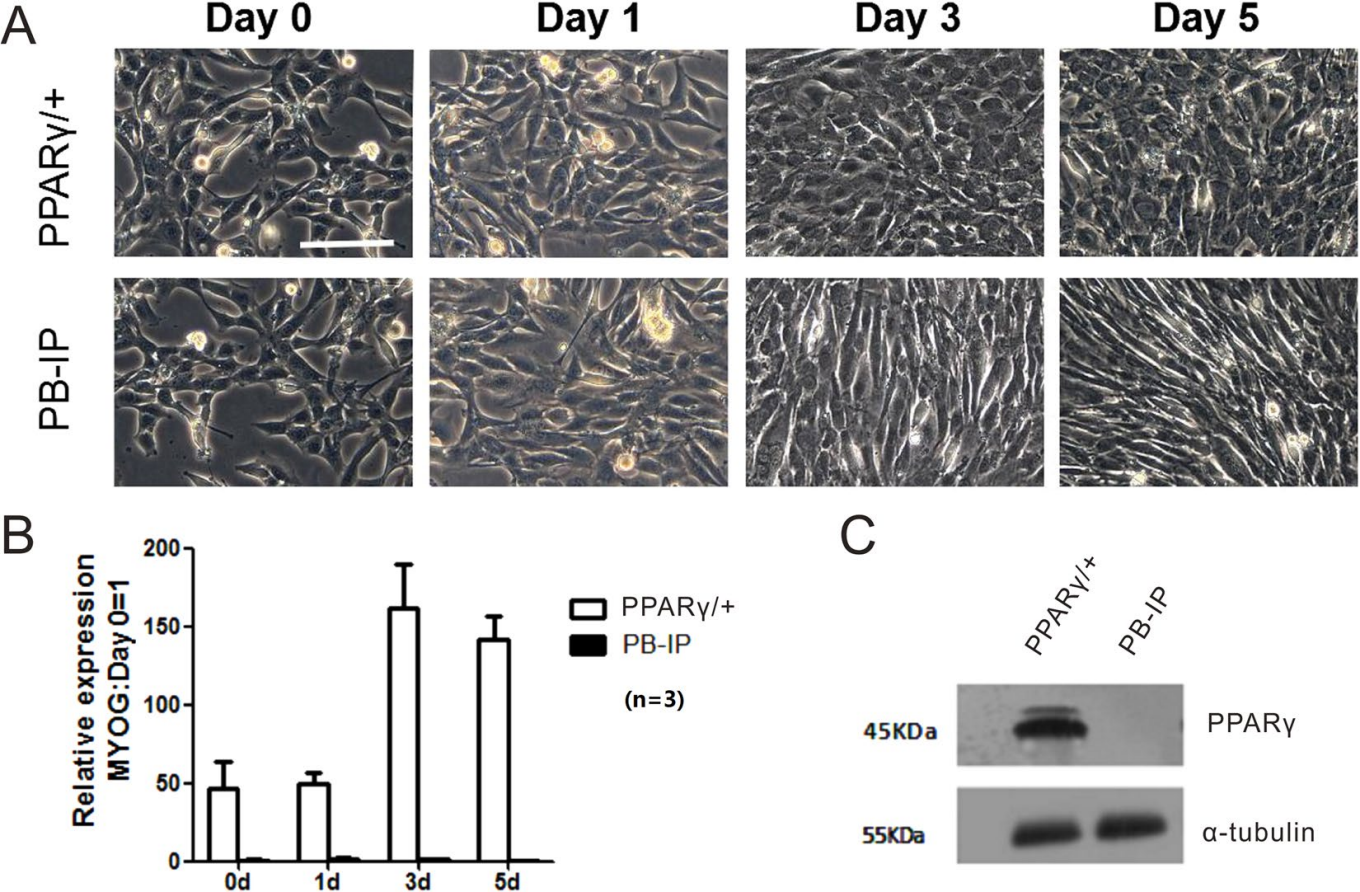
The reconstruction of PPARγ overexpression in the development of C2C12. (**A**) The overexpression of PPARγ may inhibit myogenic differentiation in C2C12 myoblasts. During the differentiation of C2C12 from 0d to 5d, a marked reduction in its ability to form myotubes was found in C2C12 cells overexpressing PPARγ. Scale bar:100 μm. (**B**) The stable C2C12 cell lines under the overexpression of PPARγ by transfection of recombinant plasmid have been established. Compared with the wild-type (WT) PB-IP group, the expression of PPARγ gene was detected to be significantly higher in the group of PPARγ/+ by qRT-PCR. The number of replicates was three (n = 3). (**C**) The protein of PPARγ was detected to be significantly higher in the group of PPARγ/+ by Western blot.

To further validate the observed cellular phenomenon, biochemical investigation of two well-known muscle differentiation markers myogenin and MyoD was performed to determine their expression levels and creatine kinase activity. In this study, both myogenin and MyoD expressions were affected by overexpression of PPARγ in C2C12 based on the immunofluorescence analysis (Fig. 2A). Correspondingly, lower level of both myogenin and MyoD expressions were detected in PPARγ/+ cells compared with WT cells by the test of Western blot (Fig. 2B and C).

**Figure 2:**
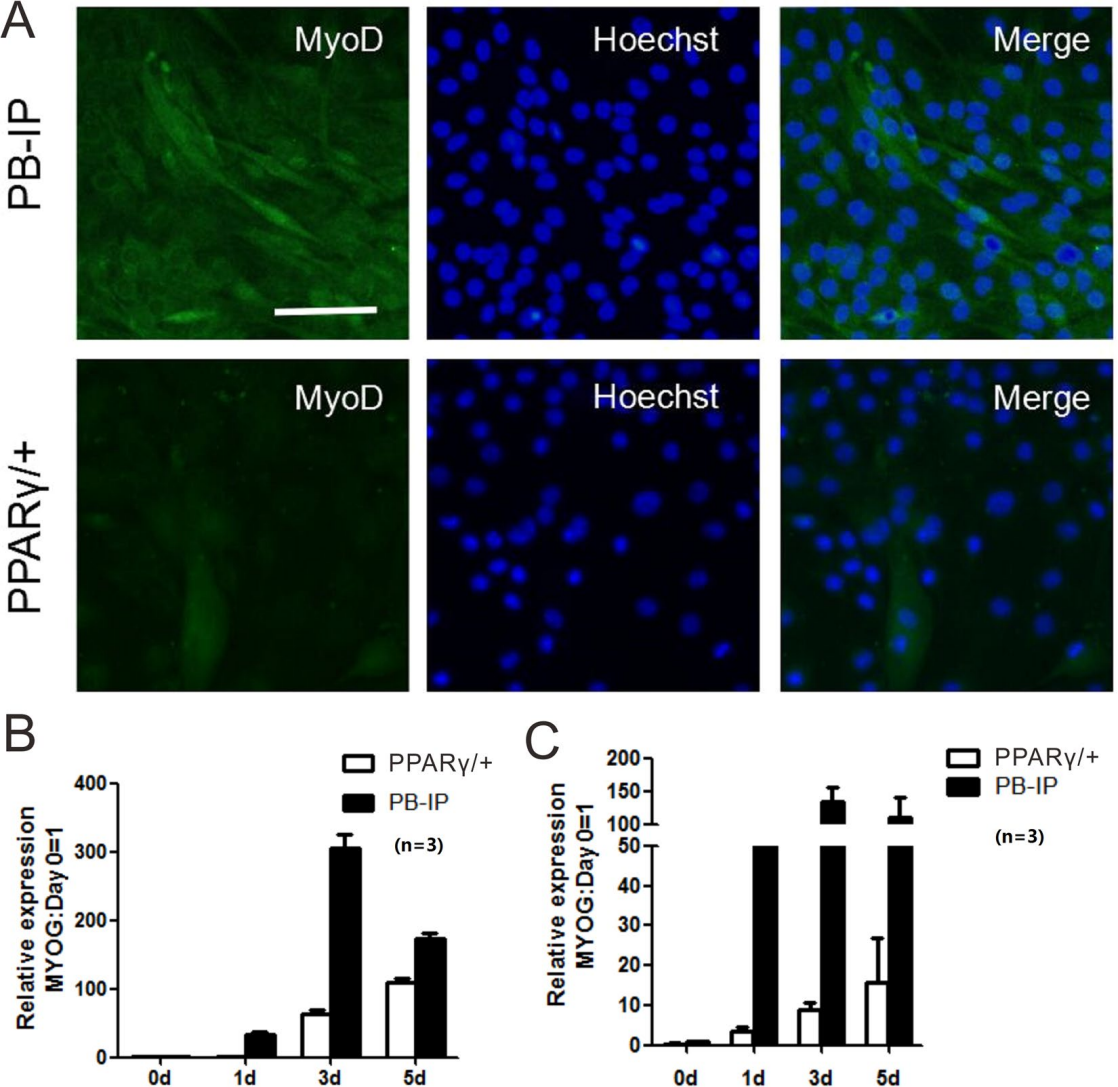
Immunofluorescence analysis and Western blot of myogenic marker genes under PPARγ overexpression in C2C12 cells after 5 days of differentiation. (**A**) Based on the immunofluorescence analysis, MyoD expression was affected by overexpression of PPARγ in C2C12. Scale bar:100 μm. (**B**) Lower level of MyoD expression was detected in PPARγ/+ cells compared with WT cells by the test of Western blot. The number of replicates was three (n = 3). (**C**) Lower level of myogenin expression was detected in PPARγ/+ cells compared with WT cells by the test of Western blot.

According to both cellular phenotypes and molecular characters, it is suggested that the critical roles of PPARγ in myoblasts differentiation may be inhibited by the overexpression of PPARγ.

### The overview of RNA sequencing data

In order to further study the molecular mechanisms of PPARγ regulating myogenic differentiation, we have performed transcript profiling of WT cells as well as PPARγ/+ cells on both 0d and 5d by RNA-seq. Totally there were 12 sequencing samples, each group has triple biological replicates. 

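C2C12 is a mouse myoblast line whose cells leave the cell cycle and fuse into myotubes during differentiation. RNA was sequenced from the WT cells (the PB-IP group) and from the PPARγ/+ cells, which carried the PiggyBac vector with the PPARγ coding sequence, both before differentiation (0d) and after 5 days of it (5d), with 3 libraries in each of the 4 groups. The authors trimmed the reads with Trim Galore, aligned them to the mouse genome GRCm38 with STAR and counted them on Ensembl genes with HTSeq. They deposited the FPKM of each gene in each library, which is the number of fragments on a gene divided by the length of its transcript and by the mapped fragments of the library. Fragments were recovered by multiplying each FPKM by the length of the gene and by the mapped read pairs of Table S1. The annotated exonic length gave whole numbers for 21030 of the 27138 expressed genes, and for 6101 more the length was inferred from the smallest step between the values, which gives whole numbers by construction. Between 16040172 and 20821842 fragments per library lay on genes in WT cells on 0d (median 18991101), and between 15946107 and 20927090 on 5d (median 18750042). In PPARγ/+ cells the range was 18021371 to 21576452 on 0d (median 20091354) and 15247715 to 17638377 on 5d (median 16935471). Genes with an FPKM of at least 0.1 in at least 3 of the 12 libraries were tested, 18023 in all, with limma on log2(FPKM + 0.1). The 0.1 added to each value draws the fold changes of genes with few fragments toward 0. Between 0d and 5d within each cell type, a gene was called when its unadjusted p-value was at most 0.05 and its fold change at least 2, the thresholds of the paper. Whether the change from 0d to 5d differed between the cell types was tested by the interaction of cell type and day over all 12 libraries, where a gene was called at a Benjamini-Hochberg adjusted p-value of at most 0.05. A group whose libraries all held 3 fragments or fewer was treated as being at the floor, and a fold change against it is given as a lower bound. Such floors cover counting error only.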

Based on data quality control and preprocessing, clean reads and the ratios of cleans reads in raw reads were obtained for each sample. Q20 and Q30, the percentage of bases with Phred values >20 and >30, were also evaluated respectively. The details of RNA sequencing data were shown in Table 1. 

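The share of the mapped read pairs of Table S1 that was counted on annotated genes lay between 81.7% and 82.8% in all 12 libraries. The gene with the highest FPKM in every library was *mt-Co1*, a mitochondrial subunit of cytochrome c oxidase, and the mitochondrial genes together took from 2.96% to 4.60% of the fragments on genes. The 10 genes with the highest FPKM took from 10.6% to 13.7% of the summed FPKM of a library. At this depth between 11391 and 11634 genes per library reached 1 FPKM.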

After the sequencing reads alignment to the mouse reference genome, the mapping rate of each sample exceeded 97.5% was obtained (Table S1). 

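Each pair of libraries was compared by r across the 18023 genes tested, on log2(FPKM + 0.1), and since genes are not independent replicates r only describes how close the libraries lie. The mean r within groups was 0.976 (SD 0.00574 over 12 pairs). It ranged from 0.9765 to 0.9784 in WT cells on 0d, from 0.9788 to 0.9821 in PPARγ/+ cells on 0d and from 0.9775 to 0.9793 in PPARγ/+ cells on 5d. The WT libraries on 5d lay further apart, from 0.9612 to 0.9773, a range that overlapped that of the pairs between WT and PPARγ/+ cells on 5d (0.9563 to 0.9732). The first principal component held 53.9% of the variance and the second 11.9%. On the second component the PPARγ/+ libraries on 5d lay between −29.5 and −23.4, while the WT libraries on 5d lay at 54.4, 32.1 and −11.8 for replicates 1, 2 and 3. The pseudocount moved the mean within groups most, to 0.939 when 0.01 was added to the FPKM and to 0.990 when 1 was added.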

The PAC results and the correlation analysis showed that internal consistency of replicate samples in the same group (including four groups of WT_0d, WT_5d, PPARγ/+ _0d and PPARγ/+ _5d) was good (Fig. 3A and B). All of these indicate that our RNA sequencing data were of high quality with sufficient sequencing depth for the next differential expression analysis.

**Table 1:** The summary of raw RNA sequencing data.

Sample	Raw reads	Clean reads	Clean reads %	Q20%	Q30%
PbIP0d1(WT_0d_1)	40596792	39745948	97.90%	96.49%	91.11%
PbIP0d2(WT_0d_2)	52272774	51608354	98.73%	97.13%	92.43%
PbIP0d3(WT_0d_3)	48147658	47390122	98.43%	96.83%	91.78%
PbIP5d1(WT_5d_1)	52875822	52050588	98.44%	96.82%	91.77%
PbIP5d2(WT_5d_2)	40112764	39503346	98.48%	96.84%	91.79%
PbIP5d3(WT_5d_3)	47268810	46603152	98.59%	96.93%	92%
Pbppary0d1(PPARγ/+ _0d_1)	50606028	49842620	98.49%	96.89%	91.93%
Pbppary0d2(PPARγ/+ _0d_2)	53914618	53276270	98.82%	97.17%	92.51%
Pbppary0d3(PPARγ/+ _0d_3)	45421192	44669694	98.35%	96.79%	91.73%
Pbppary5d1(PPARγ/+ _5d_1)	43011810	42382296	98.54%	96.91%	91.97%
Pbppary5d2(PPARγ/+ _5d_2)	44606890	44006710	98.65%	96.98%	92.08%
Pbppary5d3(PPARγ/+ _5d_3)	38524764	38001320	98.64%	96.97%	92.06%

It showed the summary of RNA sequencing data of 12 samples, including raw reads, clean reads, and percentage of clean reads as well as Q20% and Q30% (the percentage of bases with Phred values > 20 and > 30).

**Figure 3:**
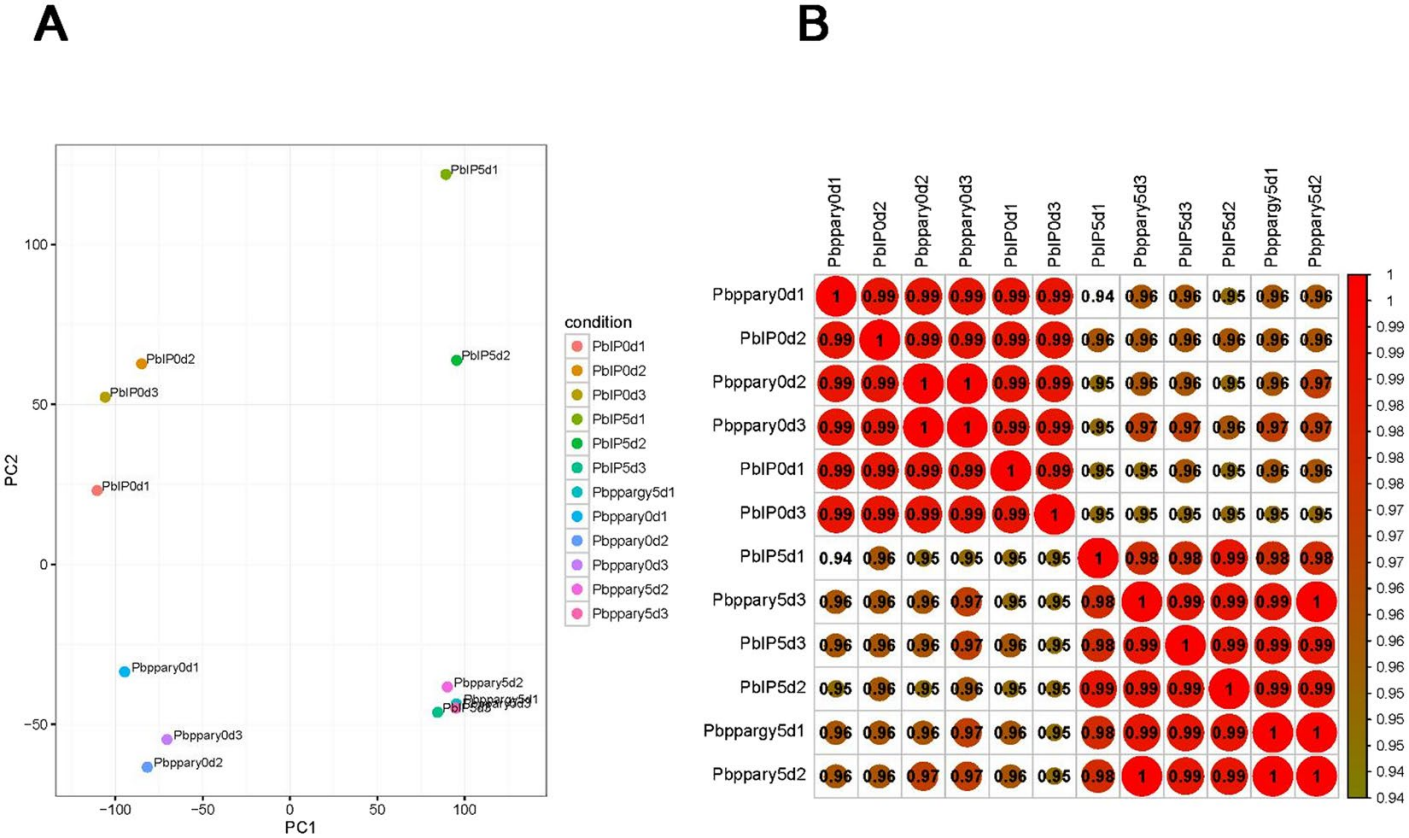
Data quality of RNA-seq. (**A**) Principal component analysis (PCA) results showed that the replicate samples could be clustered in the same groups, including the group of WT on 0d, WT on 5d, PPARγ/+ on 0d and PPARγ/+ on 5d. (**B**) The correlation analysis result was the same as the PCA result.

### Identification of differentially expressed genes related to PPARγ regulation

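The FPKM was above 0 in at least 1 library for 27138 Ensembl genes and in all 12 libraries for 15627. A gene symbol was listed for 26977 of those above 0 in at least 1 library. Between 19664 and 20689 genes per library were above 0.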

According to the transcriptome assembly, there were totally 27138 annotated transcripts in our mRNA-seq data. 

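In WT cells 2970 genes were called between 0d and 5d, of which 1612 rose and 1358 fell. *Myh4*, the heavy chain of a fast muscle myosin (ENSMUSG00000057003, chromosome 11 of GRCm38 from 67238029 to 67260446), rose most. Its FPKM was 0.0588 ± 0.0647 (SD, n = 3) on 0d and 38.9 ± 30.1 (SD, n = 3) on 5d, a log2 fold change of 7.65 (standard error 0.67, adjusted p = 5.52e-04). Next came *Myh3*, the embryonic myosin heavy chain (ENSMUSG00000020908, chromosome 11, 67078300 to 67102291), from 2.95 ± 4.13 to 307 ± 219 FPKM, a log2 fold change of 7.34 (standard error 1.13, adjusted p = 0.00387). *Cilp*, a protein of the cartilage matrix (ENSMUSG00000042254, chromosome 9, 65265180 to 65280605), rose from 1.06 ± 0.945 to 151 ± 47.6 FPKM, by 7.30 on the log2 scale (standard error 0.60, adjusted p = 4.56e-04). The largest fall was that of *Prl2c3*, a hormone of the prolactin family (ENSMUSG00000056457, chromosome 13, 12790816 to 12800079), from 116 ± 37.8 to 1.31 ± 1.01 FPKM, a log2 fold change of −6.53 (standard error 0.50, adjusted p = 3.77e-04). Its close paralog *Prl2c2* (ENSMUSG00000079092, chromosome 13, 12996125 to 13005383) fell from 89.7 ± 44.8 to 2.31 ± 2.45 FPKM, a log2 fold change of −5.61 (standard error 0.82, adjusted p = 0.00319). The small nucleolar RNA *Gm26394* (ENSMUSG00000077285, chromosome 11, 98999508 to 98999622) had from 12 to 23 fragments per library on 0d and at most 2 on 5d, at least 6.02-fold lower. These 6 genes were ranked only among those with no overlap between the 3 libraries of 0d and the 3 of 5d. An adjusted p-value of at most 0.05 and a mean of at least 1 FPKM in the higher group were also required. The count of called genes moved most when 1 was added to the FPKM in place of 0.1, to 1441 genes, since 1 draws the fold changes of genes with a low FPKM further toward 0. With each library left out in turn, it stayed between 2765 and 3057. The called genes that rose made up 54.3%, and 65.6% after median-ratio scaling of the libraries, which moved the median change of all genes from −0.08 to 0.07 on the log2 scale.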

By calculating the differential expression and analyzing the significance of each gene between 0d and 5d, 3164 significantly dysregulated genes with FC more than 2 and p value less than 0.05, including 2132 up-regulated and 1032 down-regulated genes were identified in WT cells from 0d to 5d. In contrast, 3039 significantly dysregulated genes including 2189 up-regulated and 850 down-regulated genes were identified in PPARγ/+ cells from 0d to 5d. 

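Here 2735 genes were called in PPARγ/+ cells between 0d and 5d, 1642 risen and 1093 fallen. The genes named next were ranked under the same conditions as those of WT cells. *Myh3* rose most, from 0.290 ± 0.227 FPKM (SD, n = 3) on 0d to 49.3 ± 6.92 (SD, n = 3) on 5d, a log2 fold change of 7.12 (standard error 0.36, adjusted p = 3.18e-05). *Tnni2*, the inhibitory troponin of fast skeletal muscle (ENSMUSG00000031097, chromosome 7, 142441808 to 142444410), rose from 0.189 ± 0.112 to 37.9 ± 3.78 FPKM, by 7.11 on the log2 scale (standard error 0.28, adjusted p = 1.61e-05). *Ctrb1*, a chymotrypsinogen (ENSMUSG00000031957, chromosome 8, 111686519 to 111691010), rose from 0.226 ± 0.167 to 34.9 ± 4.05 FPKM, by 6.86 (standard error 0.34, adjusted p = 2.98e-05). The genes that fell most lie on chromosome 3 and encode proteins of the epidermal barrier or close relatives. *Lce1g* (ENSMUSG00000027919, 92750148 to 92752338) went from 6.33 ± 1.96 to 0.120 ± 0.108 FPKM, a log2 fold change of −4.98 (standard error 0.45, adjusted p = 2.23e-04). *Prr9* (ENSMUSG00000056270, 92122204 to 92123947) went from 6.33 ± 1.16 to 0.115 ± 0.0716 FPKM, a log2 fold change of −4.95 (standard error 0.29, adjusted p = 4.99e-05). *Sprr2h* (ENSMUSG00000046259, 92385685 to 92387324) had from 26 to 51 fragments per library on 0d and none on 5d, at least 10.3-fold lower. With 1 added to the FPKM the count was 1241, and with genes of at least 1 FPKM in at least 3 libraries, where fewer genes were tested, it was 1806. Leaving out each library in turn gave from 2535 to 2829 genes. Risen genes were 60.0% of those called, and 71.1% under median-ratio scaling, where the median change of all genes went from −0.10 to 0.07.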

The expression patterns of significantly regulated genes were shown in Fig. 4A, and the details of each gene were indicated in Table S2. To indentify the common genes in both of WT cells and PPARγ/+ cells, we have compared the significantly dysregulated genes in each group. As a result, 1443 common up-regulated genes and 609 common down-regulated genes were identified in both of two different cells, which were shown in Fig. 4B and Table S3.

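The calls of both cell types, made on separate libraries, shared 1071 risen genes, where 146.9 would be shared if the calls were independent (odds ratio 54.9). These were 66.4% of the genes risen in WT cells and 65.2% of those risen in PPARγ/+ cells. Fallen in both were 760 genes against 82.4 under independence (odds ratio 62.2), 56.0% and 69.5% of the fallen genes of the respective cell type. Of the common risen genes listed in Table S3, 1368 were among the genes tested, all of them rose in both cell types, and 1034 were called in both. Of the common fallen genes listed there, 600 were tested, all of them fell in both, and 580 were called in both. With 1 added to the FPKM, 514 risen and 462 fallen genes were common. Median-ratio scaling moved the balance, to 1326 risen and 569 fallen genes, closer to the paper's 1443 and 609.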

**Figure 4:**
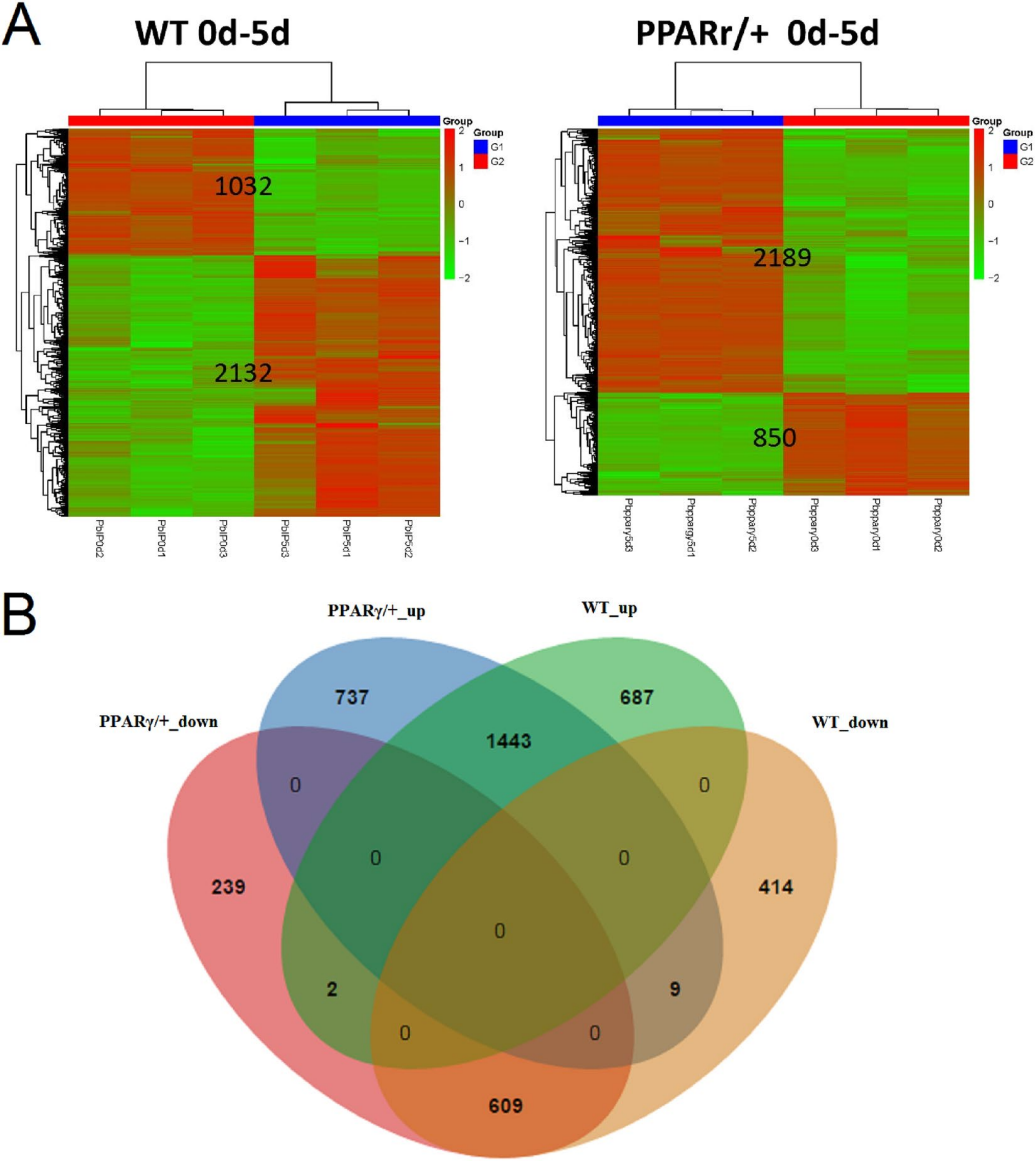
The comparison of differentially expressed genes between wild-type cells and PPARγ/+ cells. (**A**) The heatmap showed expression patterns of significantly regulated genes, respectively for wild-type (WT) and PPARγ/+ cells. According to differentially expressed genes (DEG) analysis, 3164 significantly dysregulated genes with FC more than 2 and p less than 0.05, including 2132 up-regulated and 1032 down-regulated genes were identified in WT cells from 0d to 5d. In contrast, 3039 significantly dysregulated genes including 2189 up-regulated and 850 down-regulated genes were identified in PPARγ/+ cells from 0d to 5d. (**B**) The Venn diagram showed the common genes in both of WT cells and PPARγ/+ cells. There were 1443 common up-regulated genes and 609 common down-regulated genes identified in both of two different cells.

Furthermore, 11 specific genes with diverse regulatory patterns were identified, the details of which were shown in Table 2 and Fig. 5. Among them, 9 genes including *Stmn4*, *L1cam*, *Tenm4*, *Clca3b*, *Gzme*, *Mmp10*, *Igfbp2*, *Creb5* and *Slc14a1* were significantly down-regulated in WT cells but significantly up-regulated in PPARγ/+ cells from 0d to 5d. 

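Whether a gene changed differently in the cell types was tested by the interaction of cell type and day, whose coefficient is the log2 change in PPARγ/+ cells minus that in WT cells. *L1cam*, a neural cell adhesion protein (ENSMUSG00000031391, chromosome X, 73853778 to 73896105, with 100 bp of exon shared with *Arhgap4*), went from 5.79 ± 0.923 FPKM (SD, n = 3) on 0d to 2.16 ± 1.12 (SD, n = 3) on 5d in WT cells, a log2 fold change of −1.53 (standard error 0.43). In PPARγ/+ cells it went from 2.42 ± 0.442 to 5.87 ± 1.43 FPKM, a log2 fold change of 1.24 (standard error 0.20), and the interaction was 2.77 (standard error 0.50, adjusted p = 0.0357). *Gzme*, a granzyme with close paralogs (ENSMUSG00000022156, chromosome 14, 56117626 to 56120625), had from 9 to 22 fragments per library on 0d and 0 to 5 on 5d in WT cells, and 16 to 24 and then 51 to 79 in PPARγ/+ cells. Its log2 fold change was −1.88 in WT cells (standard error 0.49) and 1.86 in PPARγ/+ cells (standard error 0.26), with an interaction of 3.73 (adjusted p = 0.0180). *Mmp10*, a matrix metallopeptidase (ENSMUSG00000047562, chromosome 9, 7502352 to 7510240), had 17 to 60 fragments and then 1 to 9 in WT cells, and 9 to 19 and then 19 to 51 in PPARγ/+ cells. Its log2 fold changes were −2.23 (standard error 0.49) and 1.22 (standard error 0.39), and its interaction was 3.45 (adjusted p = 0.0447). *L1cam*, *Gzme* and *Mmp10* were called in opposite directions in WT and PPARγ/+ cells, and their libraries on 0d and 5d did not overlap in either. Without PPARγ/+_0d replicate 1 or 2, or without PPARγ/+_5d replicate 2, *Mmp10* was not called in PPARγ/+ cells (log2 fold changes 1.14, 1.00 and 0.89).
In WT cells *Igfbp2*, *Creb5*, *Stmn4*, *Clca3b* and *Slc14a1* were called as fallen, with log2 fold changes from −2.31 (*Stmn4*) to −1.37 (*Creb5*). In PPARγ/+ cells all 5 had higher values on 5d than on 0d, but none was called. The log2 fold changes there, short of 2-fold, were 0.97 for *Igfbp2*, 0.67 for *Creb5*, 0.98 for *Stmn4* and 0.72 for *Clca3b*. On the scale of Table 2, log2 of the scaled fragments plus 1, they were past 2-fold, at 1.11, 1.13, 1.37 and 1.32. That scale was added after the data had been seen. For *Slc14a1*, whose PPARγ/+ libraries on 0d held 1 fragment or none, the rise to between 2 and 5 fragments on 5d was at least 1.48-fold, and its unadjusted p-value was over 0.05. The interactions of these 5 genes were 2.61 for *Igfbp2* (standard error 0.35, adjusted p = 0.0110), 2.03 for *Creb5* (standard error 0.28, adjusted p = 0.0110), 3.30 for *Stmn4* (standard error 0.48, adjusted p = 0.0143), 2.25 for *Clca3b* (standard error 0.42, adjusted p = 0.0391) and 2.62 for *Slc14a1* (standard error 0.44, adjusted p = 0.0259). That of *Slc14a1* rests on a group at the floor. Its size ranged from 0.69 to 5.22 over the alternatives set before the data were examined. *Tenm4* passed the p-value threshold in WT cells but was short of a 2-fold change (log2 fold change −0.96, standard error 0.38), was short of both thresholds in PPARγ/+ cells (0.37, standard error 0.24), and its interaction was 1.32 (standard error 0.46, adjusted p = 0.268). *Tenm4* shares 988 bp of exon with *C230038L03Rik* on the other strand, and *Creb5* shares 164 bp with *Gm25818*. Of the 9 genes, 8 were lower in PPARγ/+ than in WT cells on 0d, 6 of them at an adjusted p-value of at most 0.05, whereas 5 were higher on 5d, of which *Gzme* alone reached that threshold. *Igfbp2*, for example, had 96.4 ± 30.7 FPKM in WT cells on 0d and 29.9 ± 0.418 on 5d, against 11.2 ± 3.41 and 21.5 ± 3.46 in PPARγ/+ cells. *Igfbp2* was the only one of the 11 genes of Table 2 to reach 10 FPKM in any library. Among all genes tested, 11 were called in opposite directions in WT and PPARγ/+ cells. Besides *L1cam*, *Gzme* and *Mmp10* these were *Robo1*, which fell in WT cells, and *2210011C24Rik*, *Gm14200*, *Gm23468*, *Gm25279*, *Gm8300*, *Mir181d* and *Mir491*, which rose there, 5 of them with at most 5 fragments in every library. From the genes that changed in opposite directions, the paper concludes that 11 genes have diverse regulatory patterns in response to PPARγ overexpression (Table 2). It also reports 9 of the 11 by qRT-PCR (Fig. 5), evidence that was not analysed here.

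**Figure D1:**
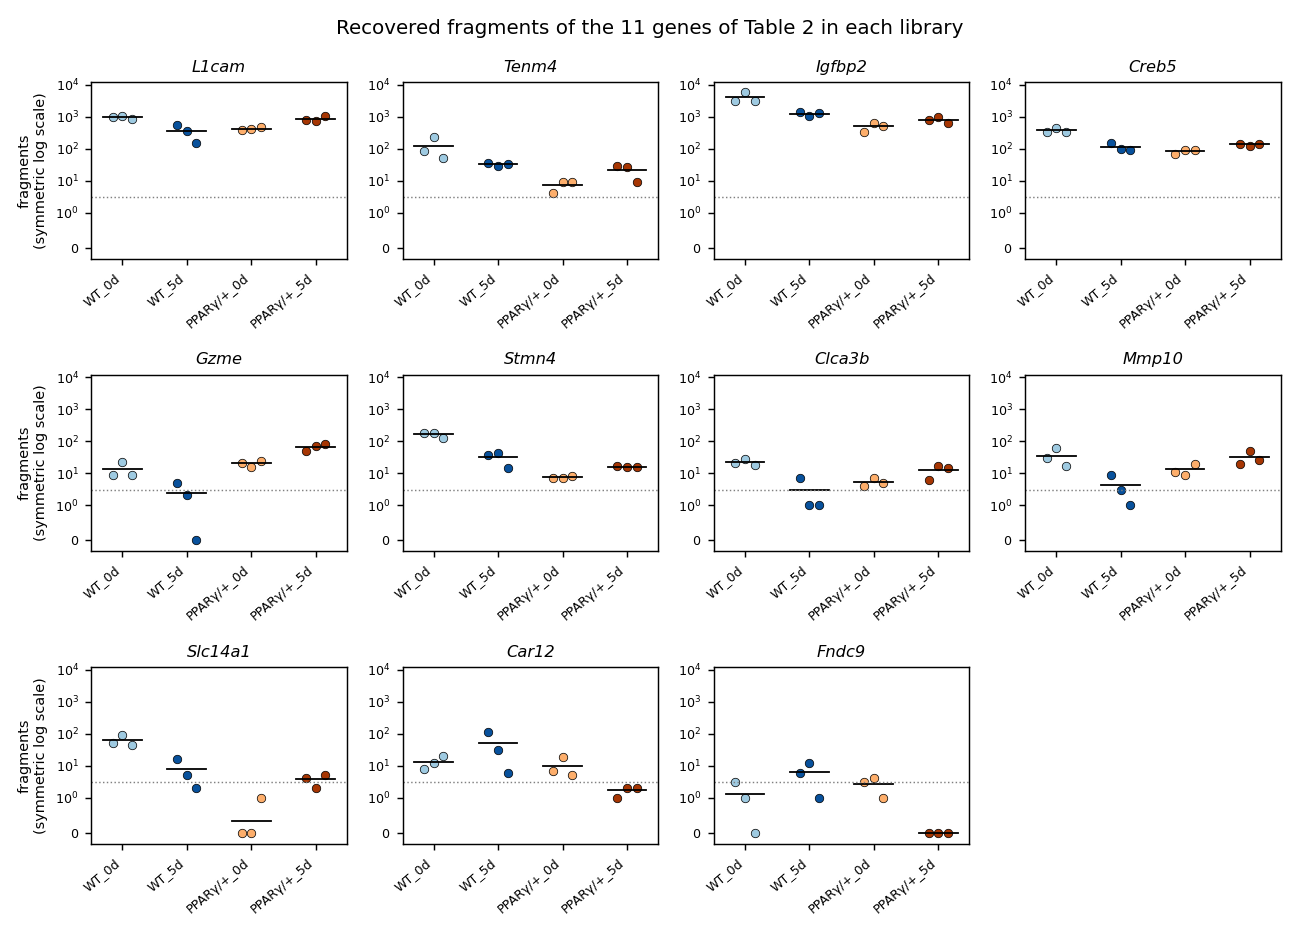
Fragments per library on the 11 genes of Table 2 in WT and PPARγ/+ cells on 0d and 5d, on an axis that is linear near 0 and logarithmic above, with one point per library, a horizontal bar at the mean of the 3 libraries and a dotted line at the floor of 3 fragments. *Stmn4* holds from 127 to 182 fragments in WT cells on 0d and at most 17 in any PPARγ/+ library.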

In zebrafish study, the functional analysis of stathmin-like 4 (*Stmn4*) had shown its essential roles in the maintenance of neural progenitor cells, whose expression was revealed to be enriched in the diencephalon *in situ* hybridization analysis^18,19^. STMN4 gene has been also reported to be involved in neuroblastoma cell differentiation^20^. L1 cell adhesion molecule (*L1cam*) may also play important roles in nervous system development, regeneration and neurodegeneration as well as in tumorigenesis^21^. In *Caenorhabditis elegans* (*C. elegans*), SAX-7/L1CAM was reported to function in localized myosin accumulation and actomyosin contractility during gastrulation^22^. In mice, TENM4 is a regulator of axon guidance and central myelination, which is absolutely necessary for mesoderm induction^23,24^. Ca(+)-activated Cl(−) channel (CLCA) proteins function in the biological process of inflammation and chloride transport^25^. A family of serine proteases granzymes whose gene expressions present cell specificity may function in the cytolytic potential of T effector cells^26,27^. During early embryogenesis, matrix metalloproteinase 10 (*Mmp10*) may play an important role in the maintenance of vascular integrity by the association with histone deacetylase 7 (HDAC7)^28^. Altered expression level of insulin-like growth factor binding protein-2 (IGFBP2) has been identified in skeletal muscle of bovine fetuses at early gestation from embryos produced *in vivo* or *in vitro* ^29^. cAMP-responsive element binding protein 5 (CREB5) targeted by miR-449a is able to influence hepatitis B virus (HBV) replication^30^. In *C. elegans*, CREB5 functions with other transcriptional regulators such as activating transcription factor (ATF) family ATF2/ATF7 in the control of innate immunity^31^. The solute carrier family 14 (urea transporter), member 1 (SLC14A1) gene has been identified as one of essential biomarkers of bladder cancer by genome-wide association studies (GWAS) and RNA-seq^32^.

**Table 2:** The 11 specific genes with diverse regulatory patterns in response to PPARγ overexpression.

Ensemble ID	Symbol	log(FC) in PPARγ/+	P value in PPARγ/+	log(FC) in WT	P value in WT
ENSMUSG00000031391	*L1cam*	1.40	9.15E-05	−1.46	2.48E-03
ENSMUSG00000048078	*Tenm4*	1.68	5.62E-03	−1.50	2.51E-03
ENSMUSG00000039323	*Igfbp2*	1.11	2.44E-03	−1.52	4.32E-05
ENSMUSG00000053007	*Creb5*	1.13	1.65E-02	−1.61	9.65E-04
ENSMUSG00000022156	*Gzme*	2.04	2.09E-04	−2.22	8.58E-03
ENSMUSG00000022044	*Stmn4*	1.37	3.50E-02	−2.33	1.21E-04
ENSMUSG00000037033	*Clca3b*	1.32	3.59E-02	−2.72	1.45E-03
ENSMUSG00000047562	*Mmp10*	1.52	8.99E-03	−2.78	3.36E-04
ENSMUSG00000059336	*Slc14a1*	1.98	1.06E-02	−3.03	9.48E-05
ENSMUSG00000032373	*Car12*	−1.59	1.80E-02	1.25	3.95E-03
ENSMUSG00000048721	*Fndc9*	−1.62	4.25E-02	1.58	2.98E-02

It showed the fold change (FC) and significance level of p value for 11 specific genes with diverse regulatory patterns in response to PPARγ overexpression, including 9 genes *Stmn4*, *L1cam*, *Tenm4*, *Clca3b*, *Gzme*, *Mmp10*,* Igfbp2*, *Creb5* and *Slc14a1* were significantly down-regulated in WT cells but significantly up-regulated in PPARγ/+ cells from 0d to 5d. On the contrary, only 2 genes including *Car12* and *Fndc9* were significantly up-regulated in WT cells but significantly down-regulated in PPARγ/+ cells from 0d to 5d.

**Figure 5:**
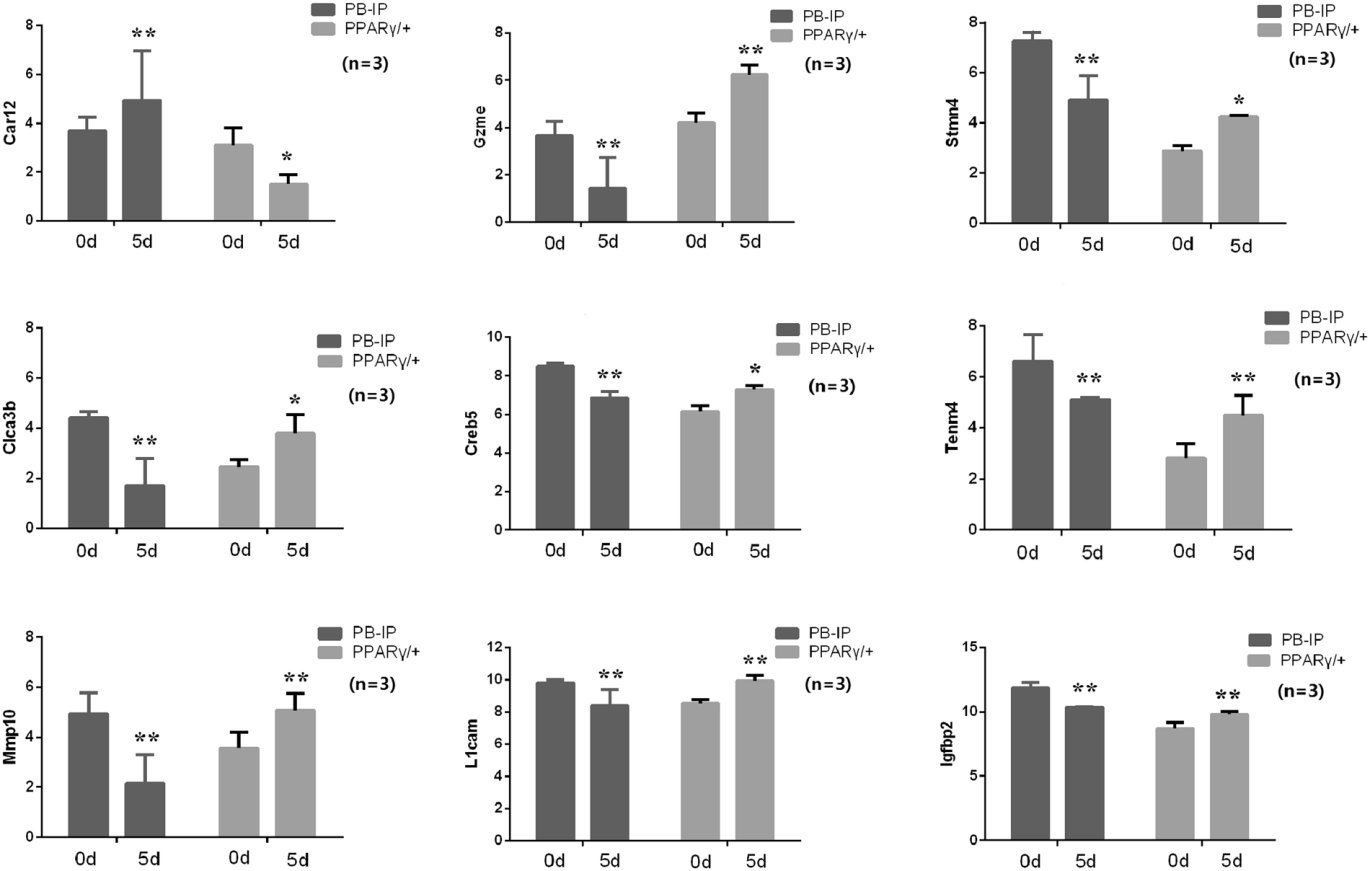
The 9 specific genes with diverse regulatory patterns in response to PPARγ overexpression. There were 9 specific genes with diverse regulatory patterns in response to PPARγ overexpression, which were validated by qRT-PCR. Among them, 8 genes including *Stmn4*, *L1cam*, *Tenm4*, *Clca3b*, *Gzme*, *Mmp10*, *Igfbp2* and *Creb5* were significantly down-regulated in WT cells but significantly up-regulated in PPARγ/+ cells from 0d to 5d. Only one gene *Car12* was significantly up-regulated in WT cells but significantly down-regulated in PPARγ/+ cells from 0d to 5d. The number of replicates was three (n = 3). ** indicates most significant level, * indicates significant level.

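*Car12* (ENSMUSG00000032373, chromosome 9, 66713686 to 66766845) had from 8 to 20 fragments per library on 0d in WT cells and from 6 to 116 on 5d, so that the libraries of the 2 days overlapped. Its FPKM was 0.129 ± 0.0539 (SD, n = 3) and then 0.468 ± 0.485 (SD, n = 3), a log2 fold change of 0.92 (standard error 0.68, adjusted p = 0.338), and it was not called. Without WT_5d replicate 3 the log2 fold change was 1.64 and *Car12* was called in WT cells. In PPARγ/+ cells it went from between 5 and 18 fragments to 1 or 2, at least 2.71-fold lower, and was not called either. The interaction of cell type and day was −1.56 (standard error 0.78, adjusted p = 0.470). It rests on a group at the floor, and ranged from −2.82 to −0.42 over the alternatives set before the data were examined. *Fndc9* (ENSMUSG00000048721, chromosome 11, 46235531 to 46239872) was under the FPKM filter. It had at most 3 fragments in a WT library on 0d and between 1 and 12 on 5d, at least 2.24-fold higher by the means, with overlapping libraries. In PPARγ/+ cells it had between 1 and 4 fragments on 0d and none on 5d, and a fall was not detectable at this depth.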

On the contrary, only 2 genes including *Car12* and *Fndc9* were significantly up-regulated in WT cells but significantly down-regulated in PPARγ/+ cells from 0d to 5d. As one of membrane-bound isozymes, carbonic anhydrase 12 (*Car12*) was expressed at higher levels during mammalian inner ear development^33^. CAR12 expression could be upregulated by estrogen, which may reveal a novel regulatory mechanism underlying cyclic changes in mouse uterine bicarbonate secretion^34^. Although less functional information has been known for fibronectin type III domain containing 9 (*Fndc9*), another family gene Fndc5 in skeletal muscle was well studied on its association with endurance exercise not only in rats but also in pigs^35,36^.

### Functional enrichment in response to PPARγ overexpression

According to functional annotations of the DEGs in response to the overexpression of PPARγ, several GO terms including molecular function (MF), cellular component (CC) and biological process (BP) were significantly enriched (shown in Fig. 6 and Supplemental Figs 1 and 2). 

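Collagens, the main fibrous proteins of the extracellular matrix, were taken by their gene symbols, and 35 of the 44 passed the filter. In WT cells 14 of the 35 were called as risen from 0d to 5d, 40.0% against 8.94% of all genes tested (Fisher's exact test, one-sided, p = 7.57e-07, adjusted p = 2.75e-06 over 40 such tests of gene lists). In PPARγ/+ cells 13 were, 37.1% against 9.11% (Fisher's exact test, p = 6.17e-06, adjusted p = 2.06e-05). The median log2 fold change of the list was 0.72 in WT cells and 0.81 in PPARγ/+ cells, against −0.08 and −0.10 for all genes. Of the 35 collagens, 28 had a positive log2 fold change in either cell type. For their difference between the cell types, tested with fry of limma on the interaction, the unadjusted p-value was 0.984, and 1 collagen had an interaction at an adjusted p-value of at most 0.05, or 2 adjusted over the list alone.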

The top 10 terms of CC and BP were similar before and after the overexpression of PPARγ (red and yellow parts in Fig. 6). 

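A list of 53 genes of muscle contraction, among them myosins, troponins and actinins, had 50 genes that were tested. Of these, 49 were called as risen in WT cells, with a median log2 fold change of 5.41 (Fisher's exact test, one-sided, p = 9.86e-51), and 49 in PPARγ/+ cells, with a median of 4.37 (p = 2.46e-50). With the genes that had a group at the floor set to their lower bound, the medians were 5.47 and 4.44. Of the 50 genes, 35 had a smaller rise in PPARγ/+ cells, and the median interaction was −0.68. The difference between the cell types in the change from 0d to 5d was not past the threshold (fry, unadjusted p-value 0.484, adjusted 0.692 over 10 lists), and no single gene had an interaction at an adjusted p-value of at most 0.05, or 4 adjusted over the list alone. Without WT_5d replicate 3 the median interaction was −1.28, and the unadjusted p-value of fry was 0.0236. Of the 12 fits that left out a library, this was the only 1 past the threshold. Without WT_5d replicate 1 the median was −0.18 (fry, unadjusted p-value 0.760), and with a pseudocount of 0.01 it was −0.35 (fry, unadjusted p-value 0.711). The interaction leaves out a difference that was already there on 0d. On 5d 49 of the 50 genes were lower in PPARγ/+ than in WT cells (median log2 difference −1.48), none at an adjusted p-value of at most 0.05. On 0d 44 were lower and 5 higher (median −0.67, or −0.83 with genes that had a group at the floor at their bound).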

For the top 10 terms of MF in the wild-type cells from 0d to 5d, most of them were enriched in the terms of binding such as carbohydrate derivative binding and cytoskeletal protein binding as well as the term of structural constituent of muscle (blue part in Fig. 6A). Besides, the term of metallopeptidase activity was enriched exclusively in the PPARγ/+ cells from 0d to 5d (blue part in Fig. 6B). 

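Metallopeptidases of the Mmp, Adam and Adamts families were taken by symbol, and 42 of 75 passed the filter. In PPARγ/+ cells 18 were called as risen and none as fallen, 42.9% of the list (Fisher's exact test, one-sided, p = 7.16e-09, adjusted p = 3.18e-08). In WT cells 16 were called as risen and 2 as fallen, 38.1% risen (Fisher's exact test, p = 2.73e-07, adjusted p = 1.09e-06). The median log2 fold changes were 0.92 and 0.66 (0.95 and 0.70 with genes that had a group at the floor at their bound). The interaction of cell type and day for this list had a median of 0.10 (fry, unadjusted p-value 0.260, adjusted 0.649), with 1 gene at an adjusted p-value of at most 0.05 and 4 adjusted over the list alone. *Mmp2* (ENSMUSG00000031740, chromosome 8, 92827291 to 92853420) rose from 136 ± 40.5 FPKM (SD, n = 3) to 646 ± 158 in WT cells, a log2 fold change of 2.26 (standard error 0.27, adjusted p = 0.00155). In PPARγ/+ cells it rose from 208 ± 67.8 to 760 ± 14.1 FPKM, by 1.93 on the log2 scale (standard error 0.24, adjusted p = 7.99e-04), and its interaction was −0.33 (adjusted p = 0.795). *Fndc5* rose too, by 3.27 in WT cells and by 3.02 in PPARγ/+ cells, with an interaction of −0.25 (adjusted p = 0.915).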

In the previous study of anti-inflammatory activity role of PPARγ in skeletal muscle, one of inflammatory molecules matrix metalloproteinase-2 (MMP-2) was reported to be positively co-expressed with PPARγ in muscles of the acute exercise group, but it was dramatically reduced by PPARγ overexpression^37^.

**Figure 6:**
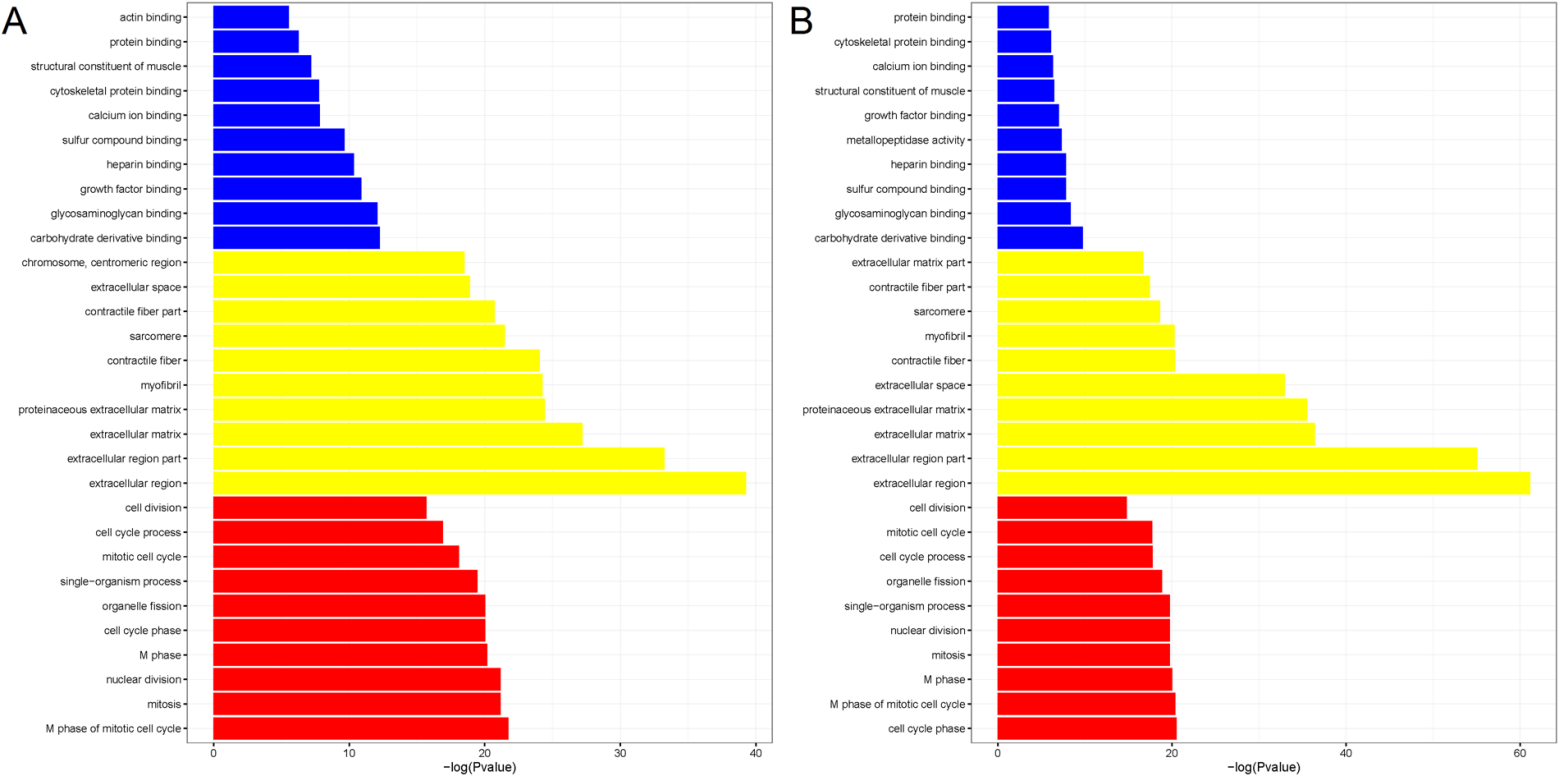
The comparison of GO enrichment. It showed the top 10 significantly enriched GO terms including molecular function (MF) in blue color, cellular component (CC) in red color and biological process (BP) in yellow color, respectively for WT (**A**) and PPARγ/+ cells (**B**). The X-axis represents the significance level as –log(p value), the Y-axis represents each name of GO terms.

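Of 35 genes of DNA replication, such as *Mcm2*, *Pcna* and *Pola1*, 27 were called as fallen from 0d to 5d in WT cells, 77.1% against 7.53% of all genes tested (Fisher's exact test, one-sided, p = 4.91e-24). In PPARγ/+ cells 25 were called as fallen, 71.4% against 6.06% (Fisher's exact test, p = 2.92e-23). All 35 had a negative log2 fold change in both cell types, with a median of −1.82 in WT cells and −1.32 in PPARγ/+ cells, and none was called as risen. The interaction had a median of 0.29 and was positive for 29 of the 35 genes (fry, unadjusted p-value 0.0761, adjusted 0.254). At an adjusted p-value of at most 0.05 it held for 1 gene, or 9 adjusted over the list alone. Leaving out WT_0d replicate 1 or PPARγ/+_0d replicate 1 brought the unadjusted p-value of fry to 0.0272 or 0.00943, and array weights brought it to 0.0117. These were the only 2 of the 12 fits without a library that passed. In the others the p-value of fry rose, to between 0.0856 and 0.160. It rose also under median-ratio scaling (0.146) and quantile normalization (0.128).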

Based on the enrichment analysis of KEGG pathways shown in Fig. 7, the top pathway with the highest rich factor was DNA replication in both of two diverse cell types, which is the basic process of genetics. However, significantly enriched p53 signaling pathway in the wild-type cells no longer existed in the PPARγ/+ cells, which revealed that the activity of p53 signaling pathway would be inhibited by the overexpression of PPARγ in muscle cell development. 

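The p53 signaling list held 65 genes, of which 61 were tested. In WT cells 14 of them were called as fallen, 23.0% (Fisher's exact test, one-sided, p = 1.39e-04, adjusted p = 3.97e-04), and 9 as risen, 14.8% (p = 0.0916, adjusted p = 0.193). In PPARγ/+ cells 12 were called as fallen, 19.7% (Fisher's exact test, p = 2.55e-04, adjusted p = 6.81e-04), and 6 as risen, 9.84% (p = 0.486, adjusted p = 0.883). Fallen in both were genes that also act in the cell cycle, among them *Ccnb1*, *Ccnd1*, *Ccne1*, *Cdk1*, *Chek1* and *Rrm2*, while *Cdkn1a*, *Fas*, *Gadd45a* and *Igf1* rose in both. The median log2 fold change was −0.26 in either cell type. Of the interactions, 30 were positive and 31 negative, and fry gave an unadjusted p-value of 0.416 (adjusted 0.692), with 2 genes at an adjusted p-value of at most 0.05 and 3 adjusted over the list alone.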

The vascular smooth muscle cell apoptosis may be induced by one of activators of PPARγ troglitazone, the effect of which is thought to be caused primarily by activation of the p53 pathway^38^. Moreover, some of specific pathways such as nicotinate and nicotinamide metabolism as well as histidine metabolism were identified exclusively in the PPARγ/+ cells. 

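Of 36 genes of nicotinate and nicotinamide metabolism, 30 were tested. In PPARγ/+ cells 6 were called as risen, 20.0% (Fisher's exact test, one-sided, p = 0.0504, adjusted p = 0.119), and in WT cells 5 were, 16.7% (p = 0.125, adjusted p = 0.250). *Enpp1*, *Nmrk2*, *Nnmt* and *Nt5e* were called in both, *Aox1* and *Aox3* in PPARγ/+ cells and *Nmnat3* in WT cells. The interaction had a median of 0.03 (fry, unadjusted p-value 0.359, adjusted 0.692), and no gene reached an adjusted p-value of 0.05, over all genes or adjusted over the list alone. Without WT_5d replicate 3 the unadjusted p-value of fry was 0.0486, and with array weights it was 0.0467. Of 24 genes of histidine metabolism, 19 were tested. In PPARγ/+ cells 7 were called as risen, 36.8% (Fisher's exact test, p = 9.69e-04, adjusted p = 0.00242), namely *Aldh1a3*, *Aldh3b1*, *Aldh3b2*, *Aspa*, *Carns1*, *Hdc* and *Maob*. In WT cells 4 of these were called, 21.1% (Fisher's exact test, p = 0.0836, adjusted p = 0.186), and *Hnmt* was called as fallen. With 1 added to the FPKM a single gene of the list, 5.26%, was called as risen in PPARγ/+ cells (Fisher's exact test, p = 0.529). Leaving out WT_5d replicate 3 brought the share risen in WT cells to 31.6% (Fisher's exact test, p = 0.00543). For the interaction of this list fry gave an unadjusted p-value of 0.00196 (adjusted 0.0196), with a median of 0.14 and 13 of 19 genes positive, but no gene reached an adjusted p-value of 0.05, over all genes or adjusted over the list alone.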

Niacin-induced PPARγ transcriptional activity has been well studied in macrophages via HM74 and HM74a-mediated induction of prostaglandin synthesis pathways^39^. A single amino acid histidine in PPARγ has been reported to determine the ligand binding selectivity by a high-resolution cocrystal structural study^40^.

**Figure 7:**
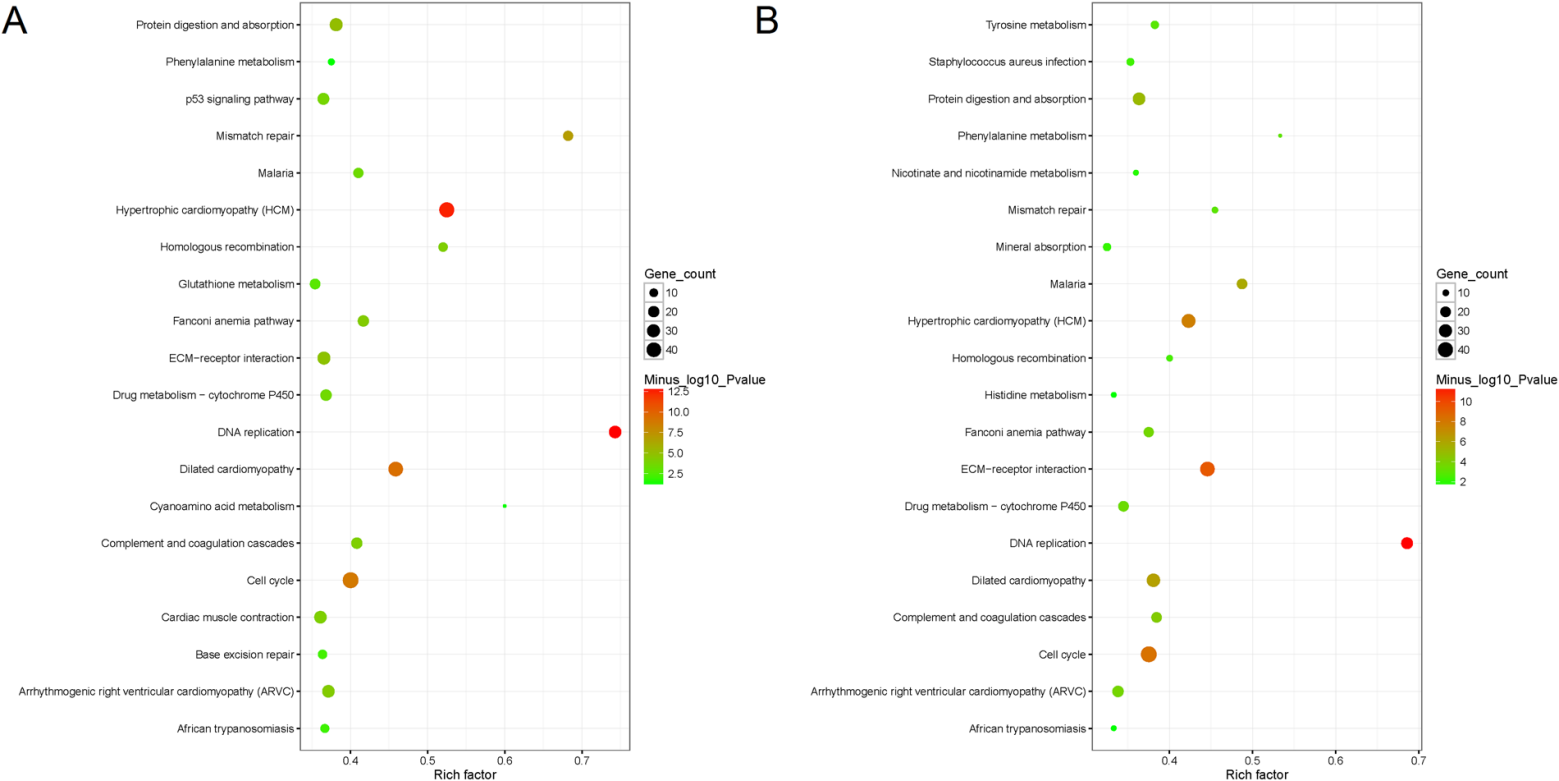
The comparison of pathway enrichment. It showed the top 20 significantly enriched KEGG pathways, respectively for WT (**A**) and PPARγ/+ cells (**B**). The X-axis represents the rich factor of each pathways, the Y-axis represents each name of KEGG pathways. Round size represents the counts of genes involved in each significant pathway. Color type represents the significance level as –log(p value), red represents most significant and green represents less significant.

### Regulatory network reconstruction in response to PPARγ overexpression

To further demonstrate the genetic mechanism of myogenic differentiation in response to PPARγ overexpression, the gene regulatory networks have been reconstructed for the PPARγ/+ transfected cells and the wild-type cells, respectively (Fig. 8). 

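All 50 genes named in the network of the WT cells (Fig. 8A) and all 50 named in that of the PPARγ/+ cells (Fig. 8B) were called as fallen from 0d to 5d in both cell types. The median log2 fold change of the genes of Fig. 8A was −3.19 in WT cells and −3.21 in PPARγ/+ cells, and that of the genes of Fig. 8B was −3.21 and −3.24. Among all genes tested, 7.53% were called as fallen in WT cells and 6.06% in PPARγ/+ cells (Fisher's exact test, one-sided, p = 3.07e-57 and p = 4.73e-62 for either network). Since the study chose these genes on the same libraries, the tests are not independent evidence. No difference between the cell types was past the threshold for either network (fry, unadjusted p-values 0.806 and 0.783 in the same order), and 1 gene of each had an interaction at an adjusted p-value of at most 0.05, or 3 adjusted over the list alone.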

For these two cell types, there were both 50 genetic factors involved in each network, most of which were common genes annotated in several gene families such as the family of *Aurks*, *Cdcs*, *Cenps* and* Mcms*. 

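The log2 fold change of *Cenpp* (ENSMUSG00000021391, chromosome 13, 49464023 to 49652785, with up to 315 bp of exon shared with *Ippk* or *Aspn*) was −2.06 in WT cells and −2.41 in PPARγ/+ cells. For *Kif2c* (ENSMUSG00000028678, chromosome 4, 117159639 to 117182639) it was −3.63 and −3.77, and for *Xpo1* (ENSMUSG00000020290, chromosome 11, 23256041 to 23298249) −1.63 and −1.71. *Ccnb2* (ENSMUSG00000032218, chromosome 9, 70407692 to 70421547) fell by 3.58 in WT cells, and its log2 fold change in PPARγ/+ cells was −3.52. *Melk* (ENSMUSG00000035683, chromosome 4, 44300876 to 44364675) had log2 fold changes of −3.51 and −3.36, and *Ttk* (ENSMUSG00000038379, chromosome 9, 83834689 to 83872389) of −3.38 and −3.76. The standard errors of these changes lay between 0.08 and 0.31. Each of the 6 genes was called in both cell types, with no overlap between the libraries of 0d and 5d. None had a detectable difference between the cell types in its change, with adjusted p-values of the interaction between 0.717 and 0.950.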

3 specific genes including *Cenpp*, *Kif2c* and *Xpo1* were involved in the network for wild-type cells, and other 3 specific genes including *Ccnb2*, *Melk* and *Ttk* were involved in the network for PPARγ/+ transfected cells. One of centromere proteins (CENPs) family Mitosin/CENP-F is a conserved kinetochore protein subjected to cytoplasmic dynein-mediated poleward transport, which may function in mitosis, transcriptional control, and differentiation^41,42^. In vascular smooth muscle cells, the nuclear autoantigen CENP-B can stimulate the trans-activation of the epidermal growth factor receptor (EGFR) via chemokine receptor 3 (CCR3) and display cytokine-like activities as well^43,44^. Mitotic centromere-associated kinase (MCAK/Kif2C) functions not only in chromosome movement and segregation with ATP-dependent microtubule depolymerase activity, but also in the regulation of cellular senescence through a p53-dependent pathway and tissue/organism aging and protection of cellular transformation as well^45^. The nucleocytoplasmic transport-related gene of exportin 1 (XPO1) has been reported to play a critical role in the pathologies of ischemic and dilated cardiomyopathies^46^. The expressions of cyclin B2 (*Ccnb2*) and PPARγ were reported to be co-regulated in the study of the effects of myostatin on the proliferation and differentiation of 3T3-L1 preadipocytes, which is a critical negative regulator of skeletal muscle development^47^. Maternal embryonic leucine zipper kinase (MELK), a modulator of intracellular signaling, may function in affecting various cellular and biological processes, including cell cycle control, embryonic development, and multiple cancers^48^. In *Drosophila melanogaster*, the pleiotropic transcriptional repressor Tramtrack69, one of TTK protein kinases, has been identified a new functional role in stabilizing cell fate during myogenesis^49^.

**Figure 8:**
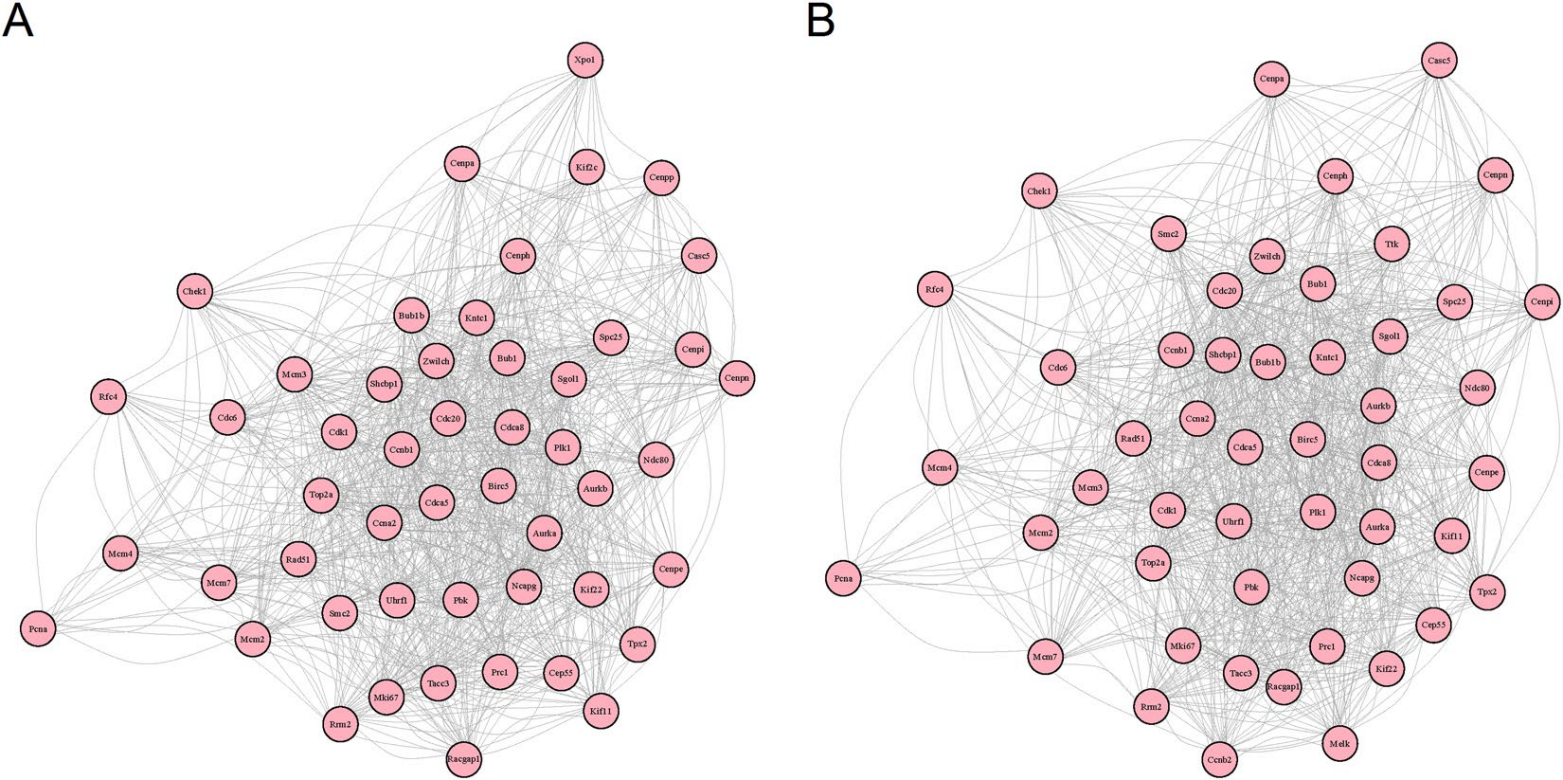
Reconstruction of regulatory networks in response to PPARγ overexpression. The regulatory networks in response to PPARγ overexpression have been reconstructed, respectively for WT (**A**) and PPARγ/+ cells (**B**). For these two cell types, there were both 50 genetic factors involved in each network, most of which were common genes annotated in several gene families such as the family of *Aurks*, *Cdcs*, *Cenps* and *Mcms*. 3 specific genes including *Cenpp*, *Kif2c* and *Xpo1* were involved in the network for wild-type cells, and other 3 specific genes including *Ccnb2*, *Melk* and *Ttk* were involved in the network for PPARγ/+ transfected cells.

## Conclusion

The role of the PPARγ in myogenesis draws little attention before. In the present study, we have reconstructed the overexpression of PPARγ in C2C12 cells and investigated subsequent alteration of transcriptome. We have confirmed that the formation of myotubes as well as the expression of muscle-specific myogenic genes such as *MyoD* and *MyoG* may be inhibited by PPARγ overexpression. Multiple genes and pathways were significantly involved in this process, including 11 genes such as *Fndc9* and *Slc14a1* with fundamental change of regulation modes, 9 genes of which were validated by the data of qRT-PCR. It is somewhat helpful to reveal the complex network of myogenesis, even though PPARγ is not a dominant factor involved in it.

## Electronic supplementary material

Supplementary Information

Table S1

Table S2

Table S3

# Supplementary material for: A transcriptomic study of myogenic differentiation under the overexpression of PPARγ by RNA-Seq
**Source:** Sci Rep. 2017 Nov 10;7:15308. doi: 10.1038/s41598-017-14275-2
**Supplement:** Supplementary file 1 — Supplementary Information

# **A transcriptomic study of myogenic differentiation under the overexpression of PPAR $\gamma$ by RNA-Seq**

Kan He<sup>1,2,3##</sup>, Guoying Wu<sup>3#</sup>, Wen-Xing Li<sup>4,5,#</sup>, Daogang Guan<sup>2#</sup>, Wenwen Lv<sup>6</sup>, Mengting Gong<sup>3</sup>, Shoudong Ye<sup>1,3</sup>, Aiping Lu<sup>2\*</sup>

# These authors contributed equally to this work.

## Supplementary files

### Figure S1. GO tree in WT cells

It showed the tree of enriched GO terms in WT cells, including molecular function (MF) in blue color, cellular component (CC) in red color and biological process (BP) in yellow color.

### Figure S2. GO tree in PPAR $\gamma$ /+ cells

It showed the tree of enriched GO terms in PPAR $\gamma$ /+ cells, including molecular function (MF) in blue color, cellular component (CC) in red color and biological process (BP) in yellow color.

### Table S1. The details of RNA sequencing data for each sample

It showed the details of RNA sequencing data of 12 samples, including total reads, total mapped reads, mapped ratio(%), multiple mapped, unique mapped, Read-1, Read-2, Reads map to '+', Reads map to '-', Non-Splice reads, Splice reads, Reads Proper pair.

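Reads in this table are single reads of the pairs, so that a fragment stands for 2 reads. The paper's values range from 38001320 to 53276270 total reads and from 37162600 to 52146307 mapped reads per library, and the mapped ratio from 97.61% to 97.92%. Spliced reads cross an exon junction, and a proper pair is one whose ends lie on one chromosome at a plausible distance. The mapped pairs were the factor that turned FPKM back into fragments, which summed to between 15247715 and 21576452 per library on genes.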

### Table S2. The details of significantly regulated genes in each group

It showed the details of significantly regulated genes from 0d to 5d respectively for WT and PPAR $\gamma$ /+ cells, including the information of normalized expression values, average expression values, log2 of fold change (FC), significance level of p value as well as false discover rate (FDR) for each significant genes.

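The normalized expression values in this table are on a log2 scale. The copy used here holds 1999 genes for WT cells and 1698 for PPARγ/+ cells, fewer than the genes that the paper reports as changed. Of the 22182 values that could be compared, 99.98% lay within 0.01 of log2 of the fragments recovered from the FPKM, scaled by a median-ratio factor per library, plus 1. A fold change on this scale is larger for a gene with a low FPKM than on log2(FPKM + 0.1) where 1 fragment is a smaller addition than 0.1 FPKM, as it is for all but short transcripts.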

### Table S3. The details of commonly dysregulated genes

It showed the Ensembl IDs of commonly dysregulated genes from 0d to 5d in both WT and PPAR $\gamma$ /+ cells.

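The lists of this table name genes by their Ensembl identifiers and hold 1443 risen and 609 fallen genes. Of the genes called as risen in both cell types here, 96.6% are listed as risen, and of those called as fallen in both, 76.3% are listed as fallen. The table also lists 9 genes fallen in WT and risen in PPARγ/+ cells, all tested, of which 3 were called so here, and 2 genes with the opposite pattern, of which 1 was tested and none called.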

Figure S1

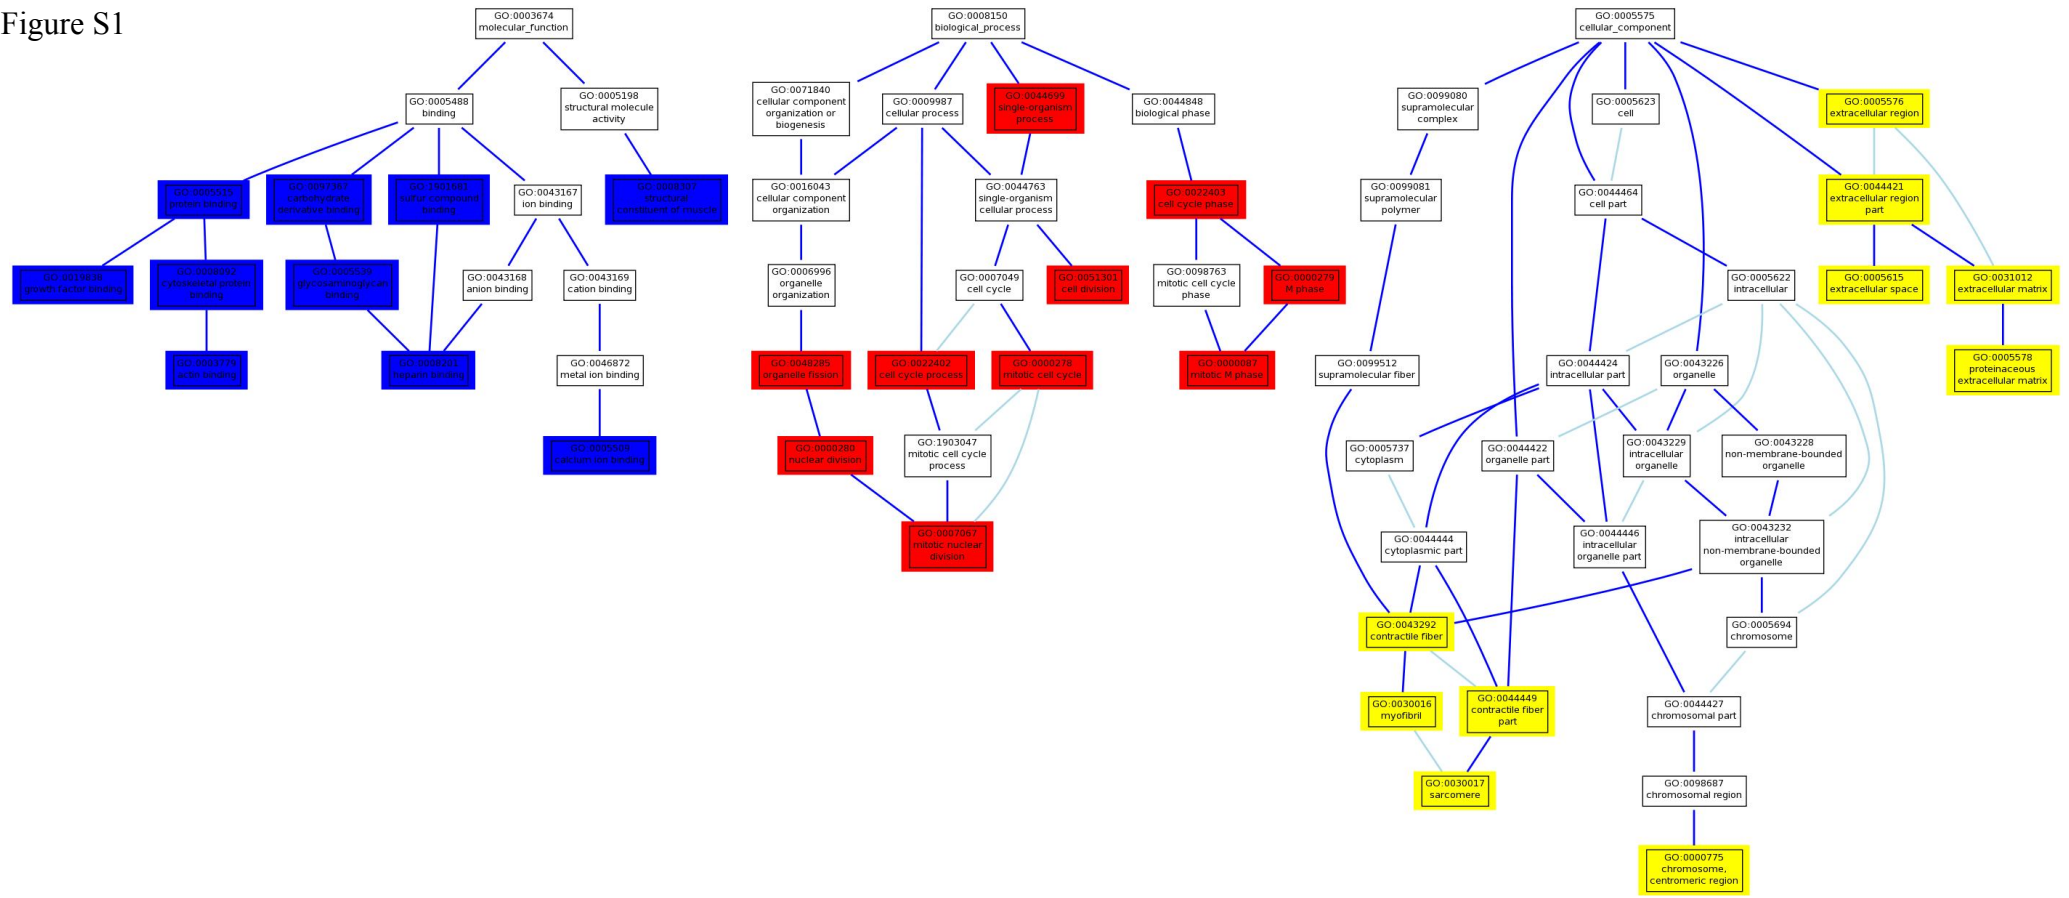

[illegible]

How the deposited data were processed for this re-analysis (not part of the article)

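RNA of C2C12 cells was measured by paired-end Illumina sequencing in WT cells with the PB-IP vector and in PPARγ/+ cells, each on 0d and 5d of differentiation, with 3 libraries per group and 12 in all. The authors trimmed the reads with Trim Galore, aligned them with STAR to GRCm38, counted them with HTSeq on Ensembl genes and calculated FPKM, and they tested differential expression with DESeq2. The deposited values used here are the FPKM of all annotated genes. A further deposited table by the authors holds the same values as log2(FPKM + 1), from which it differed by at most 5.3e-14, and it was not analysed further. No column of a library was left out, and no 2 libraries held the same values, since any 2 differed at 21594 genes or more.

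Raw reads and the authors' counts were not used here. Fragments were recovered as FPKM times the exonic length of the gene times the mapped read pairs of Table S1. For 21030 of the 27138 expressed genes the annotated exonic length gave whole numbers, for 6101 the length was inferred from the smallest step between the values of a gene, and 7 genes gave no whole numbers. The recovery was checked on simulated data, where 100% of 2238 genes with the right length and 99.73% of 747 with a wrong one were recovered exactly. The recovered fragments were used for depths, floors, the scale of the paper's tables and added alternatives. The depth per library lay between 15247715 and 21576452 fragments on genes. It sets the floor of 3 fragments under which no fold change of a named gene between 2 groups is given except as a bound. Interaction coefficients are fitted values, and where a group is at the floor their size depends on the value added to the FPKM. Gene positions are those of GRCm38 in the reference annotation, a later release than the one the authors used, and the exons of some named genes overlap those of others as the text says for each.

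All tests used log2(FPKM + 0.1) of the 18023 genes with an FPKM of at least 0.1 in at least 3 libraries. limma (version 3.58.1, empirical Bayes with a trend, in R 4.3.3) compared 5d with 0d within WT cells and within PPARγ/+ cells, each on its own 6 libraries, because Fig. 3A shows the WT libraries on 5d further apart than the others. Genes were called at an unadjusted p-value of at most 0.05 and a fold change of at least 2, as in the paper. The interaction of cell type and day was tested over all 12 libraries at a Benjamini-Hochberg adjusted p-value of at most 0.05, and PPARγ/+ was compared with WT cells on each day at an adjusted p-value of at most 0.05 and a fold change of at least 2. Adjusted p-values in the text are those of limma over all genes tested unless a Fisher's exact test or a list is named. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and drawn with matplotlib 3.10.9. On simulated data with 200 changed genes among 18016, 98% were called between 0d and 5d in WT cells, 98.5% in PPARγ/+ cells, 90% and 89.5% between the cell types on 5d and 0d, and 88% in the interaction. Of the unchanged genes, 220, 197, 18, 10 and 8 were called in these comparisons. The simulated changes were all past 2-fold, were not given to genes with few fragments, and had the same spread in every group. Since the WT libraries on 5d lay further apart, the shares do not carry over to the fits with those libraries, nor to smaller changes.

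The genes named in the text follow a rule set before the data were examined. It takes the genes of Table 2, the markers *Pparg*, *Myod1* and *Myog*, the genes specific to one network, *Mmp2* and *Fndc5*, and from each comparison the 3 genes that rose most and the 3 that fell most among those with an adjusted p-value of at most 0.05, a mean of at least 1 FPKM in the higher group and, between 2 groups, no overlap of their libraries. For the interaction these are the 3 highest and 3 lowest coefficients. Members of the lists and the genes called in opposite directions were named after their values were seen.

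Gene lists were written by hand before the data were examined. The network lists are the labels of Fig. 8A and Fig. 8B. Metallopeptidases (Mmp, Adam or Adamts with a number) and collagens (Col with its numbers) were taken by symbol. DNA replication, p53 signaling, nicotinate and nicotinamide metabolism, histidine metabolism, muscle contraction and PPARγ targets were written from general knowledge and are not the KEGG or GO sets of the paper, so its enrichments were not recomputed. The share of a list called in each direction was compared with all genes tested by a one-sided Fisher's exact test, with adjustment over the 40 tests, and the difference between the cell types by fry of limma on the interaction, with adjustment over the 10 lists. Single genes of a list were also adjusted over the list alone. *Pparg*, *Myod1* and *Myog* were compared by exact permutation tests as well, where 3 libraries against 3 give no p-value under 0.1.

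Each result was recomputed with one choice changed at a time. The alternatives were a pseudocount of 1 or 0.01, no filter (27138 genes), a filter at 1 FPKM in at least 3 libraries (12290 genes), median-ratio scaling, quantile normalization, an adjusted p-value in place of the unadjusted one, all 12 libraries in one fit, array weights (whose estimation stopped before it converged in the fits with WT_5d libraries), the replicate number as a block, and each library left out in turn. After the data had been seen, voom on the recovered fragments and log2(scaled fragments + 1), each on 18016 genes, were added. Counts over other splits of the libraries used the 10 splits of 6 libraries into 3 and 3, or 100 draws where there were more. The qRT-PCR, Western blot and immunofluorescence measurements were not analysed here.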

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

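The tests of technical explanations and the counts over other splits of the libraries were chosen only after the result each one tests had been seen.

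The change from 0d to 5d differed between the cell types for 137 genes at an adjusted p-value of at most 0.05, a difference that the paper's separate comparisons do not test. The coefficient was positive for 105 of them and negative for 32. Of the 105, 93 were lower in PPARγ/+ than in WT cells on 0d, before differentiation, and the values on 0d enter the coefficient. With the cell type permuted within each day, 2 of the 100 splits, the real one included, gave as many genes, and the largest other split gave 640. Thinning every library to 15247715 fragments left 120 genes, 106 of them shared, so the tables argue against a difference in depth. Median-ratio scaling gave 113 genes, which argues against the scaling of the FPKM. Of the 137 genes, 15 had at most 10 fragments in every library, so genes with few fragments leave 122. What stays open is the pull of the added 0.1 for such genes, and an effect of PPARγ, as an untested hypothesis. Any other difference between the PPARγ/+ and the WT cells, with which the cell type is confounded, stays open too.

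Among the genes that the naming rule takes from the interaction, the highest coefficients were those of *Snord59a*, *Nefl* and *Gm23103*, and the lowest those of *Mir1968*, *Gm25506* and *Scn4a*. The small RNAs among them, *Snord59a*, *Gm23103*, *Mir1968* and *Gm25506*, had at most 6 fragments in any library, so their coefficients rest on few fragments and no fold change is given, and *Gm25506* lies within the exons of *Tnpo2* (69 bp shared). *Nefl*, the light neurofilament (ENSMUSG00000022055, chromosome 14, 68083863 to 68089095), shares 1108 bp of exon with *Nefm* on the other strand. It had 428 to 745 fragments in WT cells on 0d and 7 to 16 on 5d, against 5 to 11 on 0d and at most 1 on 5d in PPARγ/+ cells, where it was at least 2.19-fold lower on 5d, with an adjusted p-value of the interaction of 0.00130. *Scn4a*, a muscle sodium channel (ENSMUSG00000001027, chromosome 11, 106318592 to 106353288), had at most 9 fragments in WT cells on 0d and 280 to 1190 on 5d, against none on 0d and 18 to 30 on 5d in PPARγ/+ cells, at least 9.34-fold higher, with an adjusted p-value of 0.0180. Over the alternatives set before the data were examined the adjusted p-value ranged from 8.92e-05 to 0.138 for *Nefl* and from 3.62e-04 to 0.221 for *Scn4a*. Under voom, chosen after seeing the data, it was 0.415 and 0.804.

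Of the 11 genes of Table 2, 10 were tested, and 8 had an interaction at an adjusted p-value of at most 0.05, or 9 adjusted over the list alone. The study chose these genes on the same libraries, so this count is not independent evidence. *Igfbp2* and *Stmn4* kept an adjusted p-value of at most 0.05 in all alternatives, leave-one-out fits included, and so did *Creb5* in those that tested it, which a filter at 1 FPKM does not. The other 5 did not. Under median-ratio scaling the adjusted p-value of *Mmp10* was 0.0505, and it ranged from 0.00488 to 0.0861 over the alternatives set before the data were examined. Without PPARγ/+_5d replicate 3 it was 0.104 for *L1cam*, 0.0670 for *Gzme*, 0.115 for *Clca3b*, 0.113 for *Mmp10* and 0.0858 for *Slc14a1*. The loss was not due to that library alone. Of the 12 fits that left out a library, the result changed in 10 for *L1cam* and in 3 for *Gzme*. For *Clca3b*, *Mmp10* and *Slc14a1* it changed in 9 each. On 0d the median of the 9 genes that the paper gives as fallen in WT cells was lower by 1.51 on the log2 scale in PPARγ/+ cells. On 5d their median was higher by 0.32 in PPARγ/+ cells, where the genes went both ways and the median size of the difference was 0.59. The genes were not alike in this. For *L1cam*, *Gzme* and *Mmp10* the difference was larger on 5d (1.54, 4.28 and 2.27) than on 0d (−1.23, 0.54 and −1.17). The scaling of the FPKM does not remove the pattern, since *Igfbp2*, *Creb5* and *Stmn4* passed under both scalings. A response to PPARγ during differentiation and a difference that was there before it both stay open and were not tested against each other.

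The histidine metabolism list changed differently in the cell types, with an unadjusted p-value of 0.00196 from fry and 0.0196 adjusted over 10 lists. The median interaction was 0.14, with 13 of 19 genes positive, and no gene passed alone, over all genes or adjusted over the list alone. With the cell type permuted within each day, 3 of the 100 splits, the real one included, gave as small a p-value. The unadjusted p-value of fry was 0.0108 under median-ratio scaling and 0.00504 under quantile normalization, and 0.00173 and 0.0119 with pseudocounts of 1 and 0.01. These values argue against the scaling as the whole cause of the unadjusted result. They are not adjusted over the 10 lists and most are larger than 0.00196, so they do not show that the adjusted result holds. The unadjusted p-value was 0.263 when genes needed 1 FPKM in at least 3 libraries, where fewer genes of the list were tested. The effect of PPARγ on this pathway stays an untested hypothesis, as does any other difference between the cells.

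The list of PPARγ targets, 31 of 35 tested, also changed differently, with an unadjusted p-value of 0.0354 from fry that failed the adjustment over 10 lists (0.177). Its median interaction was 0.33, with 18 of 31 genes positive, 1 gene passing over all genes and 6 adjusted over the list alone. In PPARγ/+ cells 12 of the 31 were called as risen from 0d to 5d (Fisher's exact test, one-sided, p = 8.55e-06, adjusted p = 2.63e-05), with a median log2 fold change of 0.94, against 5 in WT cells (p = 0.139, adjusted p = 0.264), with a median of 0.02, or 0 with genes that had a group at the floor at their bound. The share in WT cells passed without WT_5d replicate 3 (22.6%, Fisher's exact test, p = 0.0193), 1 of 6 such fits. Its unadjusted p-value in that test ranged from 0.0389 to 0.218 over the alternatives set before the data were examined. With the cell type permuted within each day, 1 of the 100 splits, the real one, gave as small a p-value of fry. The unadjusted p-value of fry rose to 0.0523 with a pseudocount of 0.01 to 0.0656 without a filter and to 0.0504 on log2(scaled fragments + 1), and ranged from 0.00343 to 0.0805 with a library left out, where 8 of the 12 fits were over 0.05.

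In a comparison that the paper does not report, the targets were already higher in PPARγ/+ than in WT cells on 0d, where 5 of the 31 had an adjusted p-value of at most 0.05 and 17 adjusted over the list alone. On 5d 2 did, and 16 adjusted over the list alone. On each day 25 of the 31 were higher, with a median log2 difference of 0.51 on 0d (0.44 with genes that had a group at the floor at their bound) and 0.68 on 5d. Under quantile normalization 16 targets were higher on 0d, adjusted over the list alone, so the tables argue against a general rise of all genes from the scaling. An effect of the overexpressed PPARγ on its targets is consistent with these values and stays a hypothesis, since it was found and tested on the same data, and other differences between the cells were not tested.

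On 5d 28 genes had an adjusted p-value of at most 0.05 and a 2-fold difference between PPARγ/+ and WT cells, 17 higher and 11 lower, a comparison the paper does not report. Of the 10 splits of the 6 libraries into 3 and 3, the real one alone gave as many (1 of 10) and the largest other gave 6, but with 3 libraries against 3 a grouping by chance cannot be told apart from the groups at a share under 0.1. Thinning to equal depth gave 29 genes, 20 of them shared, median-ratio scaling gave 25, and 10 of the 28 genes had at most 10 fragments in every library, leaving 18. The tables therefore argue against a difference in depth between the groups, the scaling of the FPKM and genes with few fragments as the whole cause. Without WT_5d replicate 3, 723 genes were called, all of the 28 among them, so that library limits the count, while without any other library from 1 to 8 genes were called. *Adipoq* (ENSMUSG00000022878, chromosome 16, 23146536 to 23158028) was at least 209-fold higher, with 20.4 ± 17.6 FPKM (SD, n = 3) in PPARγ/+ cells (adjusted p = 0.0378), and *Fabp4* (ENSMUSG00000062515, chromosome 3, 10204088 to 10208576) at least 214-fold higher, with 6.44 ± 3.39 FPKM (adjusted p = 0.0166). Both bounds are for the means, which PPARγ/+_5d replicate 3 raised. Replicates 1, 2 and 3 had 8.03, 12.7 and 40.5 FPKM of *Adipoq*, and 4.13, 4.86 and 10.3 of *Fabp4*. *Tpsab1* (ENSMUSG00000024173, chromosome 17, 25343245 to 25345562), a mast cell tryptase, was higher by 6.21 on the log2 scale (standard error 0.26, adjusted p = 0.00378). *Sik1* (chromosome 17, 31844250 to 31855804), *Tmem86a* (chromosome 7, 47050601 to 47054777) and *Ebp* (chromosome X, 8185329 to 8193512) were the lowest of the 6 lower genes that meet the naming rule, with log2 differences of −1.05, −1.04 and −0.89, the last short of 2-fold. The effect of PPARγ stays open as untested.

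On 0d 287 genes were called between PPARγ/+ and WT cells, 65 higher and 222 lower, before differentiation began. The real split alone (1 of 10) gave as many, while the largest other split gave 7 and the median of the others was 4. With 3 libraries against 3 the share again cannot fall under 0.1. The size of the gap argues against a chance split for the count as a whole, but not for each gene. Thinning gave 272 genes, 232 of them shared, median-ratio scaling gave 268, and 27 of the 287 had at most 10 fragments in every library, leaving 260, so the tables argue against a difference in depth between the groups, the scaling of the FPKM and genes with few fragments as the whole cause. Among the genes that meet the naming rule, the highest differences were those of *Serpinb9e* (ENSMUSG00000062342, chromosome 13, 33249612 to 33260850), a serpin with close paralogs, 4.58 on the log2 scale (standard error 0.24, adjusted p = 0.00380), *Adipoq*, at least 18.8-fold (adjusted p = 0.00941), and *Fabp4*, 3.91 (standard error 0.20, adjusted p = 0.00380). Those with the lowest differences were *Nefl* (−5.27, adjusted p = 0.00380), *Pdlim3* (ENSMUSG00000031636, chromosome 8, 45885461 to 45919548; −4.48, adjusted p = 0.0138) and *Nefm* (ENSMUSG00000022054, chromosome 14, 68082590 to 68124846; −4.44, adjusted p = 0.00614). PPARγ itself and any other difference between the PPARγ/+ and the WT cells stay open, and they were not separated by the design.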

How the results depend on the processing

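The alternatives were set before the data were examined, except voom on the recovered fragments and log2(scaled fragments + 1), which were chosen after seeing the data. The fit of all 12 libraries does not apply to the lists or the interaction, nor voom to the difference of a list between the cell types. For each result that changed below the cause was not tested, unless the text names it. Apart from the fits that left out a library, the 122 results were recomputed 1289 times, and 1121 of these kept their direction and their side of the threshold or stayed close in value. Of the others, 71 fell short of a threshold that the result had passed, 46 passed one it had not, 38 moved in value and 13 reversed. In the 912 fits that left out a library, these counts were 723, 98, 20, 43 and 28.

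With 1 added to the FPKM in place of 0.1, which draws the fold changes of genes with a low FPKM toward 0, 1441 genes were called in WT cells and 1241 in PPARγ/+ cells, 976 were common and none was called in opposite directions, in Table 2 or elsewhere (0 genes each, where the fold change and not the p-value is what this setting lowers). PPARγ/+ cells differed from WT cells at 8 genes on 5d and 115 on 0d (2292 and 3909 with an unadjusted p-value of at most 0.05). With 0.01 added, 71 genes differed on 5d, and 6 genes of Table 2 were called in opposite directions. Without a filter, where the adjustment covers 27138 genes, 107 genes differed on 0d, 6 genes were called in opposite directions, and *Pparg* on 5d kept a log2 difference of 3.85 with an adjusted p-value of 0.0607. With genes of at least 1 FPKM in at least 3 libraries, which leaves 12290 to test, 1806 genes were called in PPARγ/+ cells and 4 in opposite directions. Over the alternatives set beforehand the adjusted p-value of *Pparg* ranged from 1.73e-04 to 0.0911 on 5d and from 0.00148 to 0.0588 on 0d.

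Median-ratio scaling gave 5 genes of Table 2 with opposite directions, and an adjusted p-value for the calls gave 6 genes with opposite directions over all genes. All 12 libraries in one fit gave 199 genes on 5d, where the spread of the WT libraries is shared with the other groups. Array weights, which give less weight to libraries far from their group, gave 502 genes on 5d, 2070 genes with a different change between the cell types and 24 with opposite directions. Under them *Myod1* on 5d had a log2 difference of −0.82 (adjusted p = 0.0486, range over the alternatives 0.0486 to 0.586) and *Myog* one of −1.27 (adjusted p = 0.0343, range 0.0343 to 0.580). The estimation of the array weights stopped before it converged in the fits that hold WT_5d libraries, which are those of WT cells from 0d to 5d, of the cell types on 5d and of the interaction, so the values under array weights in this paragraph rest on weights that were not final. Of the alternatives chosen after seeing the data, voom gave 485 genes on 0d, 19 with opposite directions and 8 of Table 2 among them, and log2(scaled fragments + 1) gave 19 and 9.

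Libraries with the same replicate number showed no pairing across groups. After removing the group means, their mean r across genes was 0.00918 (−0.0678 to 0.0834), with 0 of 18 pairs over 0.1, against −0.00462 for different numbers. With the replicate number as a block, which costs residual degrees of freedom, the interaction gave 61 genes, and PPARγ/+ against WT gave 0 genes on 5d (2001 with an unadjusted p-value of at most 0.05) and 0 on 0d (2755). The log2 differences of *Pparg* were then 2.57 on 0d (adjusted p = 0.0588) and 3.85 on 5d (adjusted p = 0.0911), the same sizes as without the block.

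The mean r within groups was 0.990 with a pseudocount of 1, 0.939 with 0.01 and 0.984 without a filter, and from 0.975 to 0.979 with a library left out.

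Leaving out a library takes 1 of 3 from a group, which alone can lower the number of genes past an adjusted p-value. The called genes stayed between 2765 and 3057 in WT cells, between 2535 and 2829 in PPARγ/+ cells and between 1707 and 1869 for the common genes. For the interaction they ranged from 42 to 527. Without WT_0d replicate 1, 2 or 3 they were 86, 65 and 61, without WT_5d replicate 1, 2 or 3 they were 153, 56 and 527, without PPARγ/+_0d replicate 1, 2 or 3 they were 91, 46 and 85, and without PPARγ/+_5d replicate 1, 2 or 3 they were 57, 47 and 42. On 5d the count ranged from 1 to 723. It was 1, 8 and 723 without WT_5d replicate 1, 2 or 3, and 2, 2 and 6 without PPARγ/+_5d replicate 1, 2 or 3. On 0d it ranged from 55 to 137, with 100, 90 and 100 without WT_0d replicate 1, 2 or 3, and 137, 60 and 55 without PPARγ/+_0d replicate 1, 2 or 3. Genes with opposite directions numbered from 6 (without WT_5d replicate 3) to 14 (without WT_0d replicate 3), and those of Table 2 from 2 (without PPARγ/+_0d replicate 1) to 5 (without PPARγ/+_0d replicate 3).

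With a library left out, the log2 difference of *Pparg* on 0d ranged from 2.40 to 2.80, with adjusted p-values from 0.0293 to 0.0560, the last without PPARγ/+_0d replicate 3. On 5d it ranged from 3.47 to 4.07, with adjusted p-values from 0.0116 to 0.151. They were over 0.05 without WT_5d replicate 1 (0.125) or 2 (0.151) and without PPARγ/+_5d replicate 1 (0.140) or 2 (0.136). For *Myod1* on 5d the difference ranged from −0.87 to −0.34 and for *Myog* from −1.51 to −0.71. Both were lowest and past the threshold without WT_5d replicate 3 (adjusted p = 0.0146 and adjusted p = 0.00782), while the adjusted p-values of the other fits reached 0.724 and 0.670.

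Reversals were found in shares of lists that were called and in the differences of lists between the cell types, where either the sign of the median interaction or the direction given by fry changed. The 2 can differ, as for the genes of Fig. 8A and p53 signaling, where fry pointed up beside a median just under 0, and for the collagens, where it pointed down beside a positive median. The p53 signaling genes risen in PPARγ/+ cells were 9.84% under a pseudocount of 0.01, voom and log2(scaled fragments + 1), which was then under the share of all genes, and from 6.56% (without PPARγ/+_0d replicate 1) to 9.84% with a library left out. The nicotinate genes risen in WT cells were 16.7% against 8.94% of all genes, and 10.0% with array weights, under the share of all genes there. The median interaction of the genes of Fig. 8B was 0.01 and became −0.0154 under quantile normalization, with a range of −0.17 (without WT_5d replicate 3) to 0.18 (without WT_5d replicate 1). It was negative also without WT_0d replicate 2 (−0.06) or 3 (−0.02), PPARγ/+_0d replicate 2 (−0.12) and PPARγ/+_5d replicate 2 (−0.04) or 3 (−0.02). That of the genes of Fig. 8A was −0.0044 and became 0.0223 with a pseudocount of 1 and 0.0066 under median-ratio scaling, with a range of −0.18 (without WT_5d replicate 3) to 0.14 (without WT_5d replicate 1). The median turned positive also without WT_0d replicate 1 (0.09) and without PPARγ/+_0d replicate 1 (0.11) or 3 (0.02), and fry pointed down without WT_5d replicate 3 and without PPARγ/+_0d replicate 2 (−0.15). That of p53 signaling was −0.0028 and became 0.0081 under median-ratio scaling, with a range of −0.0514 (without PPARγ/+_5d replicate 2) to 0.0170 (without PPARγ/+_0d replicate 3), and it was positive also without WT_0d replicate 3 (0.0075), WT_5d replicate 1 (0.01) and PPARγ/+_5d replicate 3 (0.0039). Without WT_0d replicate 1 it stayed negative (−0.02), but fry pointed down. That of the nicotinate genes was 0.03, with a range of −0.0215 (without PPARγ/+_0d replicate 1) to 0.0909 (without WT_5d replicate 3), and −0.0018 without PPARγ/+_5d replicate 1. For the collagens, with a median of 0.16 and an unadjusted p-value of 0.984, fry pointed up with a pseudocount of 1 (median 0.0193), at 1 FPKM (0.21) and under median-ratio scaling (0.20), and the median turned negative without a filter (−0.12) and on log2(scaled fragments + 1) (−0.12). With a library left out the median ranged from −0.0735 (without PPARγ/+_0d replicate 2) to 0.24 (without PPARγ/+_0d replicate 3). It was negative also without WT_0d replicate 3 (−2.15e-04) and WT_5d replicate 1 (−0.0033) or 3 (−0.02). In the last fit of the range and without WT_0d replicate 1 (0.23), WT_5d replicate 2 (0.06) and PPARγ/+_5d replicate 2 (0.22), fry pointed up.

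Depth limits the genes with few fragments. Of the genes called between 0d and 5d, 322 in WT cells and 385 in PPARγ/+ cells had at most 10 fragments in every library, and the size of their changes depends on the value added to the FPKM.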

Differences from the paper's values

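The paper gives 11 genes with opposite directions in WT and PPARγ/+ cells in Table 2, of which 3 were called in opposite directions here (*L1cam*, *Gzme* and *Mmp10*). It also reports 9 of the 11 by qRT-PCR (Fig. 5), evidence that was not analysed here. All of the alternatives set before the data were examined differed from the paper's number, with 0 genes under a pseudocount of 1, 6 under 0.01, 5 under median-ratio scaling and between 2 and 5 with a library left out. The 22 log2 fold changes that the paper lists in Table 2 match the mean differences of log2(scaled fragments + 1) here to within 0.005, so they are on that scale. On it, an alternative chosen after seeing the values, 9 of the 11 genes were called in opposite directions, and voom on the recovered fragments, also chosen after seeing them, called 8.

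The genes of Table 2 not called in both cell types here were called under some settings. *Tenm4* was called in WT cells with a pseudocount of 0.01 (−1.53), under quantile normalization (−1.12) and without WT_0d replicate 3 (−1.29). *Igfbp2* was called in PPARγ/+ cells under median-ratio scaling (1.16) and quantile normalization (1.12), and without PPARγ/+_0d replicate 2 (1.14) or 3 (1.09) or PPARγ/+_5d replicate 3 (1.09). *Stmn4* was called there with a pseudocount of 0.01 (1.32), under median-ratio scaling (1.11) and without PPARγ/+_0d replicate 3 (1.06) or PPARγ/+_5d replicate 2 (1.02), *Clca3b* with a pseudocount of 0.01 (1.25), and *Slc14a1* with the same pseudocount. Of the alternatives chosen after seeing the values, log2(scaled fragments + 1) called *Tenm4* (−1.50 in WT cells and 1.68 in PPARγ/+ cells), *Igfbp2* (1.11), *Creb5* (1.13), *Stmn4* (1.37), *Clca3b* (1.32) and *Slc14a1*, and voom called the same genes except *Igfbp2*. *Car12* was called as risen in WT cells without WT_5d replicate 3 (1.64), and as fallen in PPARγ/+ cells with a pseudocount of 0.01 and under both alternatives chosen after seeing the values, but under no setting run here in both cell types. *Fndc9* was under the filter and was not among the genes called in opposite directions without one.

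Over all genes 11 were called in opposite directions here, the number of the paper, but 3 of them are genes of Table 2.

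The paper states that metallopeptidase activity was enriched in PPARγ/+ cells alone. Here 16 of 42 metallopeptidases rose in WT cells (38.1%) and 18 in PPARγ/+ cells (42.9%), and the difference between the cell types had an unadjusted p-value of 0.260 in fry. The list was not the GO term.

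The paper states that enrichment of the p53 signaling pathway was found in WT cells and was gone in PPARγ/+ cells. Here 14 of 61 genes of a list written by hand fell in WT cells and 12 in PPARγ/+ cells, both more than among all genes tested. The difference between the cell types had an unadjusted p-value of 0.416 in fry. The list was not the KEGG pathway. With a pseudocount of 1, without a filter, under quantile normalization and with array weights, the risen genes of the list passed an unadjusted Fisher's exact test in WT cells, and with a pseudocount of 1 also in PPARγ/+ cells. Without WT_0d replicate 2 or WT_5d replicate 3 the risen genes passed in WT cells too (16.4% each).

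The paper gives nicotinate and nicotinamide metabolism and histidine metabolism as found in PPARγ/+ cells alone. The lists used here were written by hand and are not the KEGG pathways. Of the nicotinate list, 6 of 30 genes rose in PPARγ/+ cells and 5 in WT cells, and neither share passed the threshold. That in PPARγ/+ cells passed an unadjusted Fisher's exact test with a pseudocount of 0.01, without a filter, under median-ratio scaling and quantile normalization, with an adjusted p-value for the calls, with array weights, and without PPARγ/+_0d replicate 1 or 2 or PPARγ/+_5d replicate 1, and that in WT cells passed without a filter. For histidine metabolism 7 of 19 genes rose in PPARγ/+ cells and 4 in WT cells. The share in WT cells passed with a pseudocount of 0.01 (26.3%), without a filter (16.7%), under median-ratio scaling (31.6%), with array weights (26.3%), and without WT_0d replicate 3, WT_5d replicate 2 or WT_5d replicate 3. It passed also under both alternatives chosen after seeing the values (31.6% each).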

Other observations

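The tests of technical explanations and the counts over other splits of the libraries were chosen only after the result each one tests had been seen.

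*Pparg* RNA (ENSMUSG00000000440, chromosome 6, 115360951 to 115490399) was measured in the same libraries, while the paper reports it by qRT-PCR and Western blot. Its FPKM was 6.53 ± 1.28 (SD, n = 3) in WT and 39.6 ± 10.1 (SD, n = 3) in PPARγ/+ cells on 0d, a log2 difference of 2.57 (standard error 0.24, adjusted p = 0.0115). On 5d it was 3.75 ± 0.760 and 59.0 ± 29.3, a log2 difference of 3.85 (standard error 0.34, adjusted p = 0.0379). All 3 PPARγ/+ libraries lay above all 3 WT libraries on each day (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). From 0d to 5d *Pparg* fell by 0.78 in WT cells (adjusted p = 0.0243) and its interaction was 1.28 (adjusted p = 0.253).

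For *Myod1* and *Myog* the paper reports the proteins. *Myod1* RNA (ENSMUSG00000009471, chromosome 7, 46376474 to 46379099) was 13.8 ± 7.47 FPKM (SD, n = 3) in WT cells on 0d and 32.1 ± 11.1 on 5d, against 7.00 ± 2.41 and 20.7 ± 1.28 in PPARγ/+ cells. The log2 difference between the cell types was −0.56 on 5d (standard error 0.27, adjusted p = 0.438, exact permutation test p = 0.3) and −0.86 on 0d (adjusted p = 0.335, exact permutation test p = 0.2). *Myog* RNA (ENSMUSG00000026459, chromosome 1, 134289989 to 134292548) was 6.62 ± 7.89 and then 192 ± 92.7 FPKM in WT cells, against 1.65 ± 1.38 and then 85.0 ± 5.80 in PPARγ/+ cells. Its log2 difference was −1.03 on 5d (standard error 0.40, adjusted p = 0.382, exact permutation test p = 0.2) and −1.53 on 0d (adjusted p = 0.410, exact permutation test p = 0.3). From 0d to 5d *Myod1* rose by 1.31 in WT cells (adjusted p = 0.0708) and by 1.60 in PPARγ/+ cells (adjusted p = 0.00127), and *Myog* by 5.40 (adjusted p = 0.00473) and by 5.90 (adjusted p = 1.99e-04). Without WT_5d replicate 3 the differences on 5d were −0.87 for *Myod1* and −1.51 for *Myog*.

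Of the 50 muscle genes, 49 were lower in PPARγ/+ than in WT cells on 5d, with a median log2 difference of −1.48, but none had an adjusted p-value of at most 0.05 and a 2-fold difference, and 2 had an adjusted p-value of at most 0.05 adjusted over the list alone. Without WT_5d replicate 3, 48 of the 50 were called on 5d and 12 in the interaction.

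WT_5d replicate 3 lay apart from the other WT_5d libraries. The median log2 level of the 50 muscle genes was 3.48 in it, against 5.72 and 5.04 in replicates 1 and 2, and all 50 were lower than in the mean of these, by a median of −2.06. It was not a mislabelled PPARγ/+ library by its *Pparg* of 4.59 FPKM, since the lowest PPARγ/+ library had 28.0 and the highest other WT_5d library 3.53. A mixture with PPARγ/+ cells would need about 100% of PPARγ/+ RNA for the muscle genes (47 genes), while 13 genes higher in PPARγ/+ cells gave a median of 2.28% (−7.24% to 111%). A lower depth is excluded by its 18750042 fragments, within the range of the group. After quantile normalization its highest r with another WT_5d library was 0.970, against 0.975 for the lowest of the other pairs within groups, so the scaling of the FPKM is no sufficient cause. A culture that left the cell cycle later would have higher cell cycle genes, but the genes of Fig. 8A were lower by a median of −0.44, with 3 of 50 higher, where replicates 1 and 2 differed by 0.25. For a mixture with undifferentiated WT cells the same genes gave −3.35% of WT_0d RNA, against 78.5% needed by the muscle genes. A culture that differentiated less, after leaving the cell cycle, may explain the library, but no test here addressed that, and no condition of the design sets it apart. The libraries on 0d varied as well, where WT_0d replicate 2 had a median of 1.19 for the muscle genes against −0.76 and −1.31.

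In the comparisons of 0d with 5d, the real split alone called as many genes as it did among the 10 splits of the 6 libraries (1 of 10 for WT and 1 of 10 for PPARγ/+ cells). The largest other splits called 294 genes in WT cells and 138 in PPARγ/+ cells, against 2970 and 2735. With 3 libraries against 3 the share cannot fall under 0.1, so the share alone cannot tell a chance split from the day. The medians of the other splits were 132 genes in WT cells and 117 in PPARγ/+ cells. The size of the gap argues against a chance split for these counts as a whole. For the common genes, 1 of 100 pairs of splits, the real one, gave as many, and the largest other pair gave 127 against 1831. For the genes called in opposite directions, the cell type was permuted within each day, which keeps the day effect, and 3 of the 100 splits, the real one included, gave as many as the real 11. The largest other split gave 28 and the median of the others was 4, so the values argue against a chance split of the libraries for the count as a whole but not for each gene. This count was made after a first one, over pairs of splits of the days, where 11 of 100 gave as many. The first is not used, since those splits carry the day effect of the cell types in opposite directions. Of the 11 genes *2210011C24Rik*, *Gm14200*, *Gm23468*, *Gzme*, *L1cam* and *Mmp10* had an interaction at an adjusted p-value of at most 0.05.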
